# RNA-Seq Analysis Unraveling Novel Genes and Pathways Influencing Corneal Wound Healing

**DOI:** 10.1167/iovs.65.11.13

**Published:** 2024-09-06

**Authors:** Rajnish Kumar, Ratnakar Tripathi, Nishant R. Sinha, Rajiv R. Mohan

**Keywords:** cornea, fibrosis, RNA-seq, sequencing, wound healing

## Abstract

**Purpose:**

Transdifferentiation of corneal fibroblasts to myofibroblasts in the stroma is a central mechanistic event in corneal wound healing. This study sought to characterize genes and pathways influencing transdifferentiation of human corneal fibroblasts (hCSFs) to human corneal myofibroblasts (hCMFs) using RNA sequencing (RNA-seq) to develop comprehensive mechanistic information and identify newer targets for corneal fibrosis management.

**Methods:**

Primary hCSFs were derived from donor human corneas. hCMFs were generated by treating primary hCSFs with transforming growth factor β1 (TGFβ1; 5 ng/mL) for 72 hours under serum-free conditions. RNA was extracted using the RNeasy Plus Mini Kit and subjected to RNA-seq analysis after quality control testing. Differential gene expression, pathway enrichment, and protein–protein network analyses were performed using DESeq2, GSEA/PANTHER/Reactome, and Cytoscape/cytoHubba, respectively.

**Results:**

RNA-seq analysis of hCMFs and hCSFs identified 3843 differentially expressed genes and transcripts (adjusted *P* < 0.05). The log(fold change) ≥ ±1.5 filter showed 816 upregulated and 739 downregulated genes between two cell types. Pathway enrichment analysis showed the highest normalized enrichment score for epithelial-to-mesenchymal transition (5.569), followed by mTORC1 signaling (2.949), angiogenesis (2.176), and TGFβ signaling (2.008). Protein–protein interaction network analysis identified the top 20 nodes influencing corneal myofibroblast development. The expression of a novel MXRA5 in corneal stroma and its association with corneal fibrosis was verified by real-time quantitative reverse transcription PCR and immunofluorescence. RNA-seq and gene count files were submitted to the NCBI Gene Expression Omnibus (GSE260476).

**Conclusions:**

This study identified several novel genes involved in myofibroblast development, offering potential targets for developing newer therapeutic strategies for corneal fibrosis.

The cornea, an outermost transparent, avascular, and immune-privileged tissue of the eye, contributes two-thirds of refraction and protection to eyes.^1^ An uncontrolled corneal healing after trauma or injury often leads to corneal scarring or fibrosis and vision loss in millions of people worldwide.^2^ About 1.5 million new cases of corneal haze or fibrosis are recorded each year, and nearly 4% Americans currently endure corneal blindness.^3^^–^^5^

The stroma constitutes 90% of the cornea and contains keratocytes, collagens, extracellular matrix (ECM), and proteoglycans.^6^ Keratocytes, the quiescent transparent cells, play an important role in corneal homeostasis and wound healing.^7^ Keratocytes transdifferentiate into myofibroblasts under the influence of cytokines and facilitate tissue repair primarily after trauma or injury. Transforming growth factor β1 (TGFβ1), among many cytokines, has been shown to play a major role in the generation of myofibroblasts, which are characterized by de novo alpha-smooth muscle actin (αSMA) and collagen (Col) I and Col III proteins. Corneal stromal myofibroblasts express high amounts of intermediate filaments, fibronectin, vimentin, and desmin at the early stages of transdifferentiation.^8^ Inadequate reductions and the persistence of corneal myofibroblasts in stroma after wound closure leads to corneal scarring and fibrosis and abnormal stromal ECMs,^9^^–^^11^ and reduced crystallin alters the refractive index and light-scattering property of the cornea.^12^

High-throughput next-generation RNA sequencing (RNA-seq) and bioinformatics analyses allow identification of differentially expressed genes (DEGs), hub genes, and signaling pathways associated with corneal scar development.^13^ This technique is particularly useful for unraveling molecular complexities and discovering prospective targets for corneal scar treatment. This study examined transcriptional differences between human corneal stromal fibroblasts (hCSFs) and TGFβ1-induced fibrotic human corneal myofibroblasts (hCMFs) using RNA-seq and bioinformatics analyses.

## Methods

### Primary Culture of Human Corneal Stromal Cells

Healthy donor human corneas (three males and one female, 49–76 years of age) obtained from Saving Sight (Kansas City, MO, USA) and normal (non-fibrotic) and fibrotic cadaver corneas from human subjects were used. The use of such corneas does not constitute human subjects research according to the Department of Health and Human Services regulatory definitions. Primary hCSFs were generated by rinsing corneas with serum-free Minimum Essential Medium (MEM), removing the corneal endothelium and epithelium with a surgical scalpel blade, cutting them into small fragments, and incubating at 37°C in a 5% CO_2_ incubator for 3 to 5 weeks in MEM supplemented with 10% heat-inactivated fetal bovine serum (Thermo Fisher Scientific, Waltham, MA, USA).

### Differentiation of Fibroblasts to Myofibroblasts

The corneal fibrosis, in vitro, was initiated by inducing transdifferentiation of hCSFs into hCMFs by growing cultures in serum-free conditions for 8 hours followed by TGFβ1 (5 ng/mL) (PeproTech, Cranbury, NJ, USA) exposure under serum-free MEM for 72 hours. Cultures were fed with fresh media and TGFβ1 every 24 hours.

### Immunofluorescence

Double immunofluorescence was used to verify levels of fibroblast-specific protein 1 (FSP1; a fibroblast marker) and αSMA (a myofibroblast marker) in hCSFs and hCMFs using a mouse monoclonal anti-αSMA (M0851, diluted 1:100; Dako, Carpinteria, CA, USA) and FSP1 (ab41532, diluted 1:100; Abcam, Cambridge, UK) antibodies. The staining protocol involved fixation of cells with 4% freshly prepared paraformaldehyde followed by blocking with 5% BSA in phosphate-buffered saline (PBS) plus 0.01% Tween 20 for 1 hour at room temperature and incubation in primary anti-αSMA and anti-FSP1 antibodies at 4°C overnight. Cells were washed with PBS containing 0.05% Tween 20 (PBST; three times for 10 minutes each) followed by incubation in Invitrogen Goat anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (A-11029, diluted 1:500; Thermo Fisher Scientific) and Invitrogen Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (A-11012, diluted 1:500; Thermo Fisher Scientific) antibodies for 1 hour at room temperature. They were then washed with PBST three times (10 minutes each) and mounted in VECTASHIELD containing 4′,6-diamidino-2-phenylindole (DAPI; Vector Laboratories, Newark, CA, USA). A Leica DM4000 B fluorescence microscope (Leica Microsystems, Wetzlar, Germany) was used for visualization.

### RNA Extraction and RNA-Seq

Primary hCSF and hCMF cultures were used in quadruplicate. To obtain RNA, cultures were first washed with 1× PBS, scraped with a “rubber policeman” in lysis buffer and subjected to the RNeasy Mini Kit (QIAGEN, Hilden, Germany) following the manufacturer's instructions. Isolated total RNA was reverse transcribed to cDNA using a commercial kit (Promega Corporation, Madison WI, USA) following the manufacturer's instructions. The reaction mixture was heated at 42°C for 30 minutes followed by enzyme inactivation at 90°C for 2 minutes.^14^ The RNA samples were sequenced by Arraystar (Rockville, MD, USA), and cDNAs were used for real-time quantitative reverse transcription PCR (qRT-PCR).

### Differential Expression Analysis

The quadruplet samples of hCSF and hCMF were subjected to differential gene expression (DGE) analysis using a published method^15^ and employing Python and R packages (R Foundation for Statistical Computing, Vienna, Austria) and bioinformatics tools. Figure 1 shows the approach utilized in this study. FastQC 0.12.1^16^ and Cutadapt 4.6^17^ were used for quality checks and to filter out adapter sequences, primers, poly-A tails, and other types of unwanted sequences from the high-throughput sequencing reads. We evaluated the quality of all eight RNA sequences from the four hCSF samples and four hCMF samples, and unwanted sequences were removed to ensure high-quality reads during the quality check. HISAT2^18^ was used for read-alignment of trimmed RNA sequences of both the hCSF and hCMF cell types with the human reference genome GRCh37. HISAT2 utilizes a novel genome indexing scheme by implementing a graph-based approach to capture a wide representation of genetic variant reads. HISAT2 implements the Graph FM (GFM) index, unlike other graph aligner methods (e.g., vg19, bpa aligner20).^19^ StringTie 2.2.1^20^ was used for assembling mapped reads into transcripts via a network flow algorithm and optional de novo assembly. StringTie creates comprehensive and accurate gene reconstructions and precise estimations of expression levels compared to other prominent transcript assembly tools, such as Cufflinks,^21^ IsoLasso,^22^ Scripture,^23^ and Traph.^24^ Furthermore, for each sample, StringTie merge was run with all assembled transcript files (in GTF/GFF format), reference annotation files (gencode.v32.annotation.gtf), and a global and unified set of transcripts (isoforms) from various RNA-seq samples. The gene count files obtained from StringTie were used as input for DESeq2 1.34.0 to identify differentially expressed features.^25^ In addition, normalized gene counts were generated for gene set enrichment analysis (GSEA; version 4.3.2).^26^ To add annotation information from the GTF file to the DEGs, Annotate DESeq2/DEXSeq was used.

**Figure 1.**
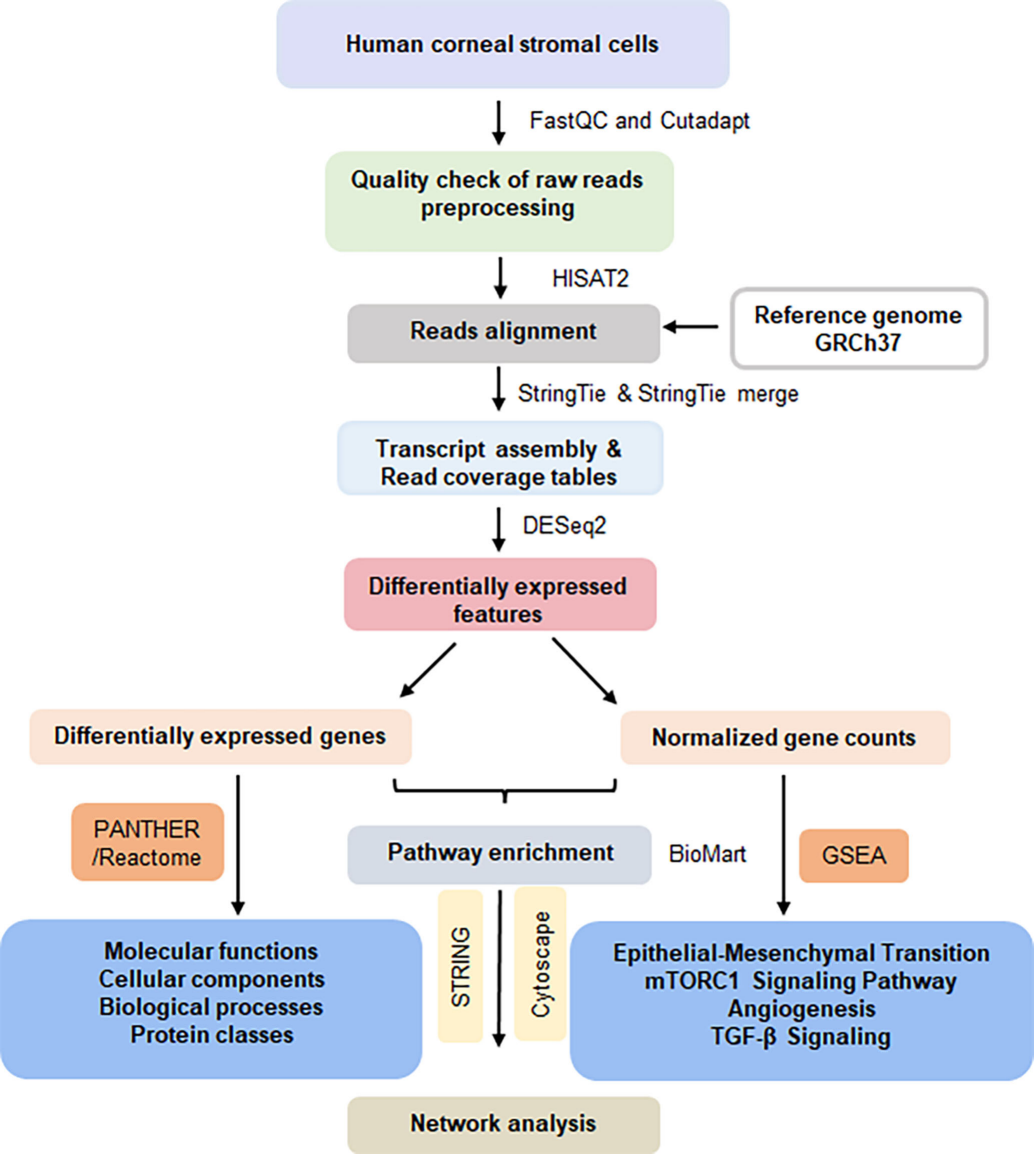
Schematic representation of the methodology adopted in this study for RNA-seq data analysis.

### Pathway Enrichment Analysis

To distinguish biological processes, cellular components, molecular functions, protein classes, and pathways of DEGs, protein annotation evolutionary relationship (PANTHER 18.0) classification (https://pantherdb.org/) and the Reactome database (https://reactome.org/) were used.^27^ A significance level of *P* < 0.05 was established as the threshold for determining substantial enrichment. To identify key pathways that are enriched in hCMFs compared to hCSFs, GSEA is a useful computational method that determines predefined statistically significant and concordant differences between two biological states (hCMFs and hCSFs). The enriched pathways were organized based on their normalized enrichment scores, and only those with a significance level of *P* < 0.01 were selected for subsequent analysis.

### Protein‒Protein Interaction Networks

To analyze known proteins and protein–protein interaction (PPI) networks, the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database and web-based search engine were used. The direct and indirect connections between proteins and their functional correlations were analyzed (https://string-db.org/) using a reported method.^28^ The STRING database was used for creating the corresponding PPI networks from the most enriched pathways obtained from the GSEA. Hub genes were identified based on network topology using the PPI network. Afterward, using Cytoscape 3.8.2 and the cytoHubba plugin, we identified the probable targets and influential nodes inside intricate networks.^29^ The analysis focused on examining the crucial hub genes that may be involved in the process of corneal wound healing.

### Validation of Selected Genes Using qRT-PCR

For qRT-PCR, we used the StepOnePlus Real-Time PCR System (Applied Biosystems, Waltham, MA, USA) and gene-specific primers (Table 1) to validate expression of selected genes. A 20-µL reaction mixture contained 1 µL cDNA, 1 µL forward primer, 1 µL reverse primer, and 10 µL iQ SYBR1 Green Supermix (Bio-Rad Laboratories, Hercules, CA, USA) per reaction well. The mixture was exposed to the following PCR parameters: 95°C for 5 minutes, followed by 40 cycles of 95°C for 15 seconds, then 60°C for 1 minute, and then a final cycle of 72°C for 10 minutes. The fluorescence threshold value (*C_t_*) was calculated to detect signal differences in association with an exponential increase of PCR products in the log-linear phase. The *GAPDH* gene was used for the normalization of data. Relative expression/fold change (FC) over the corresponding values for the control was calculated by the 2^–^^ΔΔCt^ method. Two or three independent experiments were executed; for each sample, qRT-PCR was performed in triplicate, and the average fold changes in mRNA levels were calculated.

**Table 1.** qRT-PCR Primer Sequences

Gene	Protein	Accession No		Primers (5′–3′)
*MXRA5*	Matrix-remodeling associated 5	NM_015419	F	CCACCTTAGCTGGATTCTTC
			R	GACCTTTGGGATGGAAAGAG
*POSTN*	Periostin	NM_001135934	F	ACTGGAGGTGGAGAAACA
			R	GAACGACCTTCCCTTAATCG
COL5A1	Collagen type V alpha 1 chain	NM_000093	F	CGAGGGTGAGACCTATTACT
			R	GGACCTCTGTGGTTTCTTTG
GAPDH	Glyceraldehyde-3-phosphate dehydrogenase	NM_002046	F	TGGGTGTGAACCATGAGA
			R	GTCCTTCCACGATACCAAAG

F, forward; R, reverse.

### Validation of MXRA5 Protein

Immunocytochemistry and immunohistochemistry were used to confirm the expression of MXRA5 protein in non-fibrotic and fibrotic hCSFs and human corneas. A double immunofluorescence was performed as described earlier using the Dako mouse monoclonal anti-αSMA antibody and an Abcam goat polyclonal anti-MXRA5 antibody (ab211302) at 1:100 dilution. Invitrogen Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (A-21203; Thermo Fisher Scientific) and Invitrogen Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (A-11055; Thermo Fisher Scientific) secondary antibodies at 1:500 dilutions were used. Corneal sections were incubated in PBS for 10 minutes followed by blocking with 5% horse serum in PBST (Jackson ImmunoResearch, West Grove, PA, USA) for 1 hour at room temperature, incubation in MXRA5 and αSMA primary antibodies overnight at 4°C, washing with PBST, and incubation with the Invitrogen Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (A-21203; Thermo Fisher Scientific) and Invitrogen Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (A-11055; Thermo Fisher Scientific) secondary antibodies for 1 hour at room temperature, and mounting with the VECTASHIELD mounting medium containing DAPI. The Leica DM4000 B fluorescence microscope equipped with a digital camera system (Spot) was used.

### Statistical Analysis

Statistical analysis was performed using Prism 9.2 (GraphPad, Boston, MA, USA). Student's *t*-test was used to determine statistical significance. The data are presented as the average mean ± standard error (SEM). In statistical analysis, *P* ≤ 0.05 was considered significant.

## Results

### Human Corneal Stromal Fibroblast and Myofibroblast Cells

The hCSFs showing the fibrotic phenotype transdifferentiated into hCMFs and acquired a myofibroblastic phenotype upon TGFβ stimulation at 72 hours. The phase-contrast microscopy and double immunofluorescence confirmed fibroblastic features (non-fibrotic cells) (Figs. 2A, 2C) and myofibroblastic features (fibrotic cells) (Figs. 2B, 2D).

**Figure 2.**
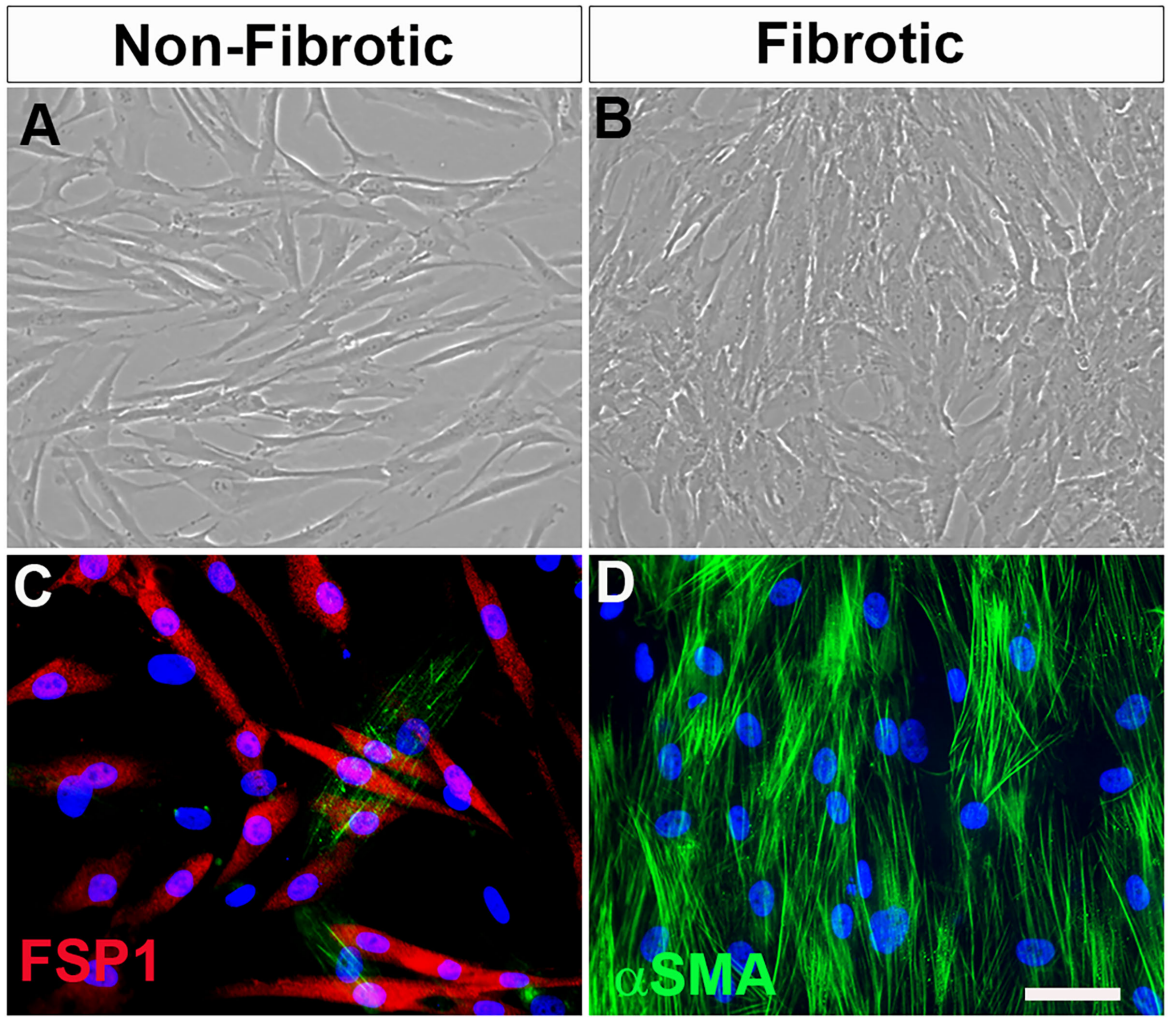
(**A**, **B**) Light microscopy phase-contrast images of non-fibrotic hCSF (**A**) and fibrotic hCMF (**B**) cell types at 72 hours. (**C**, **D**) Double immunofluorescence staining confirms the non-fibrotic and fibrotic characteristics of cell types with FSP1 (**C**) and αSMA (**D**), respectively. *Scale bar*: 20 µm.

### Qualitative and Quantitative Analyses of RNA Samples

The high purity and yield of all RNA samples extracted from hCMFs and hCSFs are shown in Table 2. The base call accuracy was 99.9% as per the Phred quality score (*Q* > 30) (Supplementary Fig. S1).

**Table 2.** RNA Sample Preparation Details for hCSF and hCMF Samples Using the RNeasy Mini Kit

Sample ID	Cell Type	Media	Treatment	Harvest Time (hr)	Cellular Phenotype	RNA Yield (ng/µL)	A260/280
hCSF-72h-A1	hCSF	MEM	None	72	Fibroblasts	317.6	2.12
hCSF-72h-A2	hCSF	MEM	None	72	Fibroblasts	414.4	2.11
hCSF-72h-A3	hCSF	MEM	None	72	Fibroblasts	423.6	2.11
hCSF-72h-A4	hCSF	MEM	None	72	Fibroblasts	308.1	2.11
hCMF-72h-B1	hCMF	MEM	TGFβ1 (5 ng/mL)	72	Myofibroblast	256.5	2.09
hCMF-72h-B2	hCMF	MEM	TGFβ1 (5 ng/mL)	72	Myofibroblast	363	2.11
hCMF-72h-B3	hCMF	MEM	TGFβ1 (5 ng/mL)	72	Myofibroblast	391.9	2.11
hCMF-72h-B4	hCMF	MEM	TGFβ1 (5 ng/mL)	72	Myofibroblast	481.7	2.12

MEM, minimum essential media; A260/280, absorption ratio between 260 nm (nucleic acids) and 280 nm (proteins).

### Differential Gene Expression Analysis

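RNA of hCSFs and hCMFs was sequenced as read pairs in 4 libraries of each cell type. The hCMFs were hCSFs exposed to TGFβ1 at 5 ng/mL for 72 hours in serum-free medium, and the hCSFs were kept for the same time in serum-free medium alone. The authors trimmed the reads with Cutadapt, aligned them to GRCh37 with HISAT2 and estimated a count for every gene with StringTie, and they deposited 1 table of gene counts per library, listed by gene symbol. The tables are described as normalized gene counts. Their values are whole numbers whose sums differ between libraries and, apart from hCMF replicate 4, follow the read pairs of Table 3, so they were treated as estimated counts before any scaling between libraries. The estimated counts summed to between 35494452 and 40280818 per hCSF library, with a median of 37363860, and to between 36837944 and 50740853 per hCMF library, with a median of 43915410. The paper's Table 3 lists between 15389485 and 25953221 raw read pairs per library, and the sums were 1.42 to 2.38 times these numbers, so 1 count does not stand for 1 read pair. The sums of counts, not the read pairs, served as the depth of each library. Because StringTie derives counts from coverage, no counting interval is given, and the precision of each value was taken from the spread between the 4 libraries. The paper does not state whether each library comes from a separate donor, so it is open whether this spread covers donors. From the deposited counts, genes with at least 10 counts in at least 4 of the 8 libraries were kept, the libraries were scaled by the TMM method, and hCMFs were compared to hCSFs with the quasi-likelihood test of edgeR. P-values were adjusted over all genes tested by the Benjamini-Hochberg method, and each log2(FC) is given with its standard error (SE). Levels are given as CPM, scaled by TMM over all 12 deposited libraries, with the SD of the 4 libraries. Gene positions are those of the GENCODE annotation on GRCh37.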

Table 3 shows the results of RNA-seq read alignment and mapping with the human reference genome (GRCh37) determined by the HISAT2. 

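Each table listed 24647 gene symbols, of which 18632 matched a gene of the GRCh37 annotation by name and 719 through a RefSeq synonym. Between 19065 and 19662 symbols had a count above 0 in an hCSF library, and between 19202 and 19790 in an hCMF library. In at least 1 of the 8 libraries, 23602 symbols were above 0. The filter on low counts left 16029 genes for the quasi-likelihood test, and with a mean count of at least 100 required instead, 11760 genes were left. DESeq2, run on the same 8 libraries with its own filter, returned an adjusted p-value for 20269 genes.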

The 20,269 gene annotations were identified by StringTie and subjected to DESeq2 to obtain DEGs (hCMF vs. hCSF). 

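Over the genes that passed the filter in all 12 deposited libraries, the median count was 376 ± 53.4 (SD, n = 4) in hCMFs and 378 ± 43.1 (SD, n = 4) in hCSFs, a difference smaller than the spread between libraries (exact permutation test, 2-sided, p = 0.914). The 10 highest genes of a library took 14.9% ± 0.814 (SD, n = 4) of the counts in hCMFs and 12.8% ± 0.557 (SD, n = 4) in hCSFs. This share was higher in each of the 4 hCMF libraries than in any hCSF library (exact permutation test, 2-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow). Adjusted over the 15 comparisons of library measures that were made, the exact p was 0.0857. The sum of counts, the number of genes above 0 and the share of mitochondrially encoded genes gave exact permutation p-values of 0.2, 0.8 and 0.8. Across all 16029 genes tested, the median log2(FC) of hCMFs compared to hCSFs was −0.01.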

The changes in gene expression between hCMFs and hCSFs indicated by the *MA* plot for the *M* values, log_2_(FC), and *A* values (average expressions) are shown in Supplementary Fig. S2A, and the violin plot (Supplementary Fig. S2B) unveiled differences in gene expression levels. A total of 3843 significantly expressed genes were found with *P* ˂ 0.05 (Supplementary Table S1). 

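In hCMFs compared to hCSFs, 2391 of the 16029 genes tested had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 1225 of them upregulated and 1166 downregulated. Among the other ways of testing all 8 libraries without a term for the replicate number, DESeq2 moved this number the most, to 3600 genes, and its calls included all 2391 genes in the same direction. With 1 library left out at a time, the number lay between 1581 and 2421, and it was lowest without hCSF replicate 2. Supplementary Table S1 was used in part, for 1998 of its genes. Of these, 1886 passed the filter, 1885 had the direction that the paper lists and 1844 had an adjusted p-value under 0.05 from edgeR. Run on the deposited counts, DESeq2 returned log2(FC) values for 1992 of these genes. They differed from the paper's by a median of 0.00115, and by more than 0.1 for 4 genes. The share of the 1998 genes called by edgeR cannot hold for the whole table, which lists far more genes than the 2391 that edgeR called.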

Cutoff values of log_2_(FC) ≥ 1.5 and log_2_(FC) ≤ –1.5 for upregulated and downregulated genes, respectively, led to the identification of 816 upregulated and 739 downregulated genes. 

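With a log2(FC) of at least 1.5 or at most −1.5 required as well, 568 genes were upregulated and 506 downregulated in the quasi-likelihood test. With 1 library left out at a time, the upregulated genes numbered 411 to 548 and the downregulated genes 383 to 516. DESeq2 gave 850 upregulated and 738 downregulated genes beyond these limits, and DESeq2 on all 12 libraries gave 816 and 767. The split depended on the scaling. With the libraries scaled to the same sum in place of TMM, the median log2(FC) of all genes shifted to −0.20, and 491 genes were upregulated and 694 downregulated beyond these limits. Without the limits on log2(FC), that scaling gave 941 upregulated and 1900 downregulated genes, against 1225 and 1166 with TMM. Directions of single genes are therefore given relative to the TMM-scaled libraries.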

The volcano plot shows that genes changed significantly (red, *P* ≤ 0.05), non-significantly (gray), and outside the cutoff values (blue, log_2_[FC]; green, *P*) (Fig. 3). 

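Across the genes tested, Spearman's rho between 2 libraries of the same cell type was 0.917 to 0.959. Between an hCMF and an hCSF library it was 0.877 to 0.923, a range that overlapped the first. Average-linkage clustering on 1 minus rho, stopped at 2 clusters, placed the 4 hCSF libraries in one cluster and the 4 hCMF libraries in the other. The first principal component of the log2 counts held 35.6% of the variance and separated the cell types. The second component held 18.5% and did not.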

The heatmap of the blue–yellow–red color gradient (blue for highest and red for lowest) demonstrates the expression of DEGs in hCMFs and hCSFs (Fig. 4).

**Table 3.** Mapping Summary of the Eight Sequence Samples

Samples	Raw Pairs	Trimmed	mtRNAs^*^	rRNAs^†^	Mapped
hCSF-72h-A1	16632504	16632498	3.21%	0.71%	89.71%
hCSF-72h-A2	18364824	18364819	1.20%	0.37%	85.83%
hCSF-72h-A3	15389485	15237684	2.82%	0.62%	92.08%
hCSF-72h-A4	15509505	15205190	1.94%	0.51%	90.51%
hCMF-72h-B1	21662055	21662051	3.14%	0.64%	88.60%
hCMF-72h-B2	17617386	17617384	1.41%	0.30%	90.29%
hCMF-72h-B3	21123119	21123117	2.63%	0.52%	91.07%
hCMF-72h-B4	25953221	25953219	1.51%	0.51%	84.06%

The raw sequencing fragment numbers (read pairs) are shown as raw pairs, and fragment numbers after 5′,3′-adapter trimmed and filtered <20-bp reads are shown as trimmed. The percentage of reads number aligned and not aligned to reference genome in trimmed pairs are shown as mapped and unmapped, respectively.

* mtRNAs, the percentage of mitochondrial RNA fragments (read pairs) in trimmed pairs.

† rRNA, the percentage of ribosomal RNA fragments (read pairs) in trimmed pairs.

**Figure 3.**
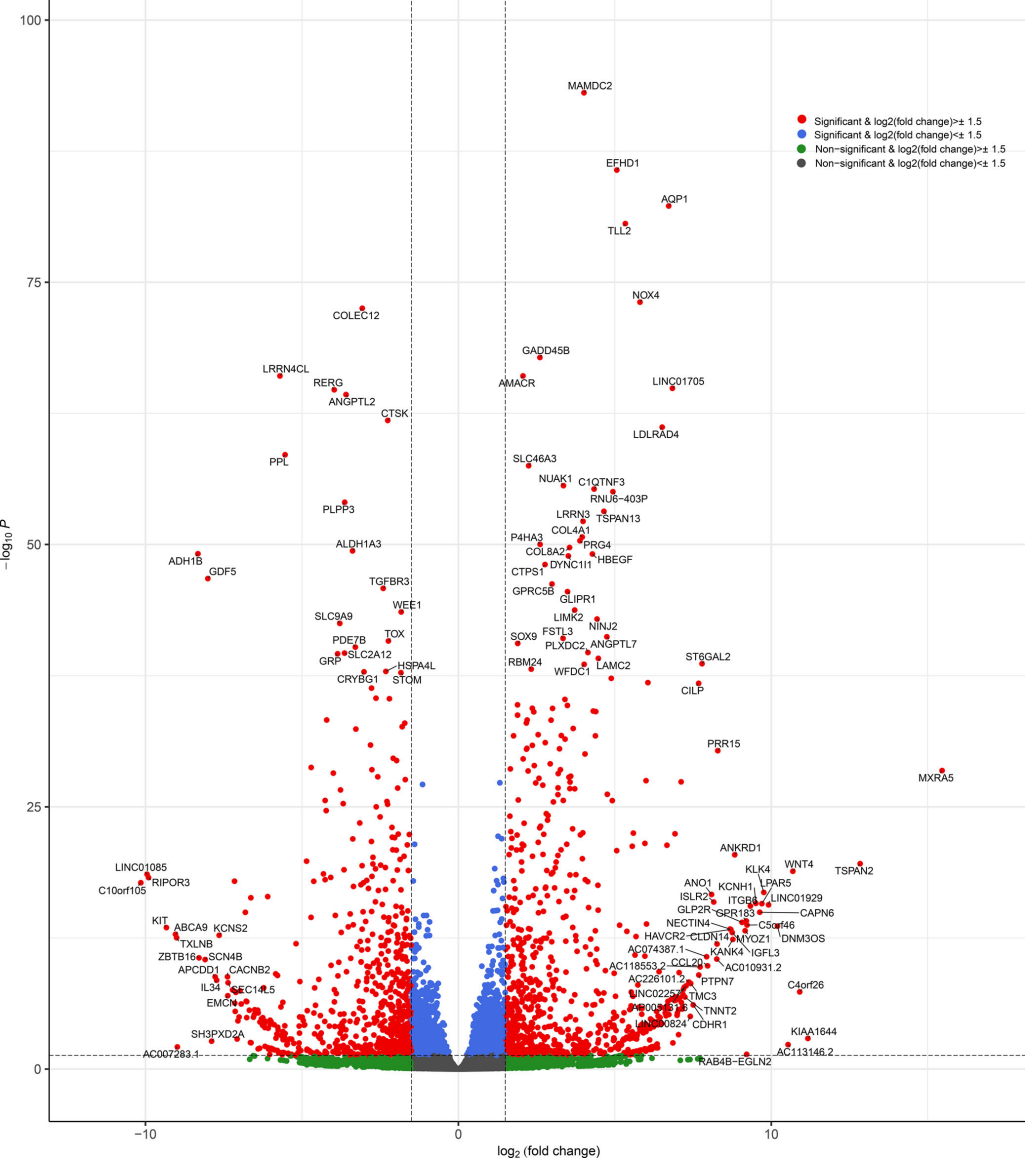
Volcano plot illustrating differential gene expression in the hCMF and hCSF cell types. This plot highlights significantly altered genes, which were upregulated and downregulated (in *red*) at a significance level of *P* ≤ 0.05 and a cutoff value of log_2_(FC) ± 1.5. The non-significant genes are depicted in *gray* and *green*, and genes outside the log_2_(FC) cutoff values are shown in *blue*. The plot distinctly shows the differential expression patterns between the hCMF and hCSF cell types, emphasizing the genes that are notable outliers in their expression levels.

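Among genes with an adjusted p-value under 0.05 and a mean of at least 100 counts in the higher cell type, 1966 had no overlap between the 4 hCMF and the 4 hCSF libraries. Chance gives this arrangement to 2.86% of genes not selected by a test, and the 1966 genes were selected by one, so the share is no test of their number. Of these, TSPAN2, WNT4, C4orf26, DNM3OS and LINC01929 had the largest fitted upregulation in hCMFs, and C10orf105, LINC01085, RIPOR3, KIT and ABCA9 the largest fitted downregulation. TSPAN2, on chromosome 1 from 115590632 to 115632124, was listed at 0 in every hCSF library and had 199, 2231, 2336 and 546 counts in hCMF replicates 1 to 4. With 3 counts set as the limit for a library listed at 0, it was at least 443-fold higher in hCMFs. DNM3OS and LINC01929 were also listed at 0 in every hCSF library and were at least 71.4-fold and 58.2-fold higher. C4orf26, on chromosome 4 from 76481258 to 76491081, had 13359, 2701, 11768 and 9013 counts in the hCMF libraries and 19, 0, 0 and 0 in the hCSF libraries (log2(FC) 10.83, SE 1.30, adjusted p = 0.0011 from edgeR). Without hCSF replicate 1 the fitted value was 16.12, so its size rests on the 19 counts of that library. These 5 downregulated genes were listed at 0 in every hCMF library. In hCSF replicates 1 to 4, LINC01085 had 191, 208, 163 and 170 counts, RIPOR3 had 203, 188, 176 and 143, and KIT had 154, 142, 47 and 134. They were at least 60.8-fold, 58.8-fold and 39.7-fold lower in hCMFs. C10orf105 and ABCA9 were at least 69.8-fold and 32.4-fold lower. DNM3OS and C10orf105 lie within or opposite to other genes, and their counts are uncertain because the strand used in counting is not stated. A count of 0 may also stand for an estimate that failed in 1 library, since 195 genes were listed at 0 in at least 1 hCSF library and at 100 or more counts in another, and 181 genes were so in the hCMF libraries. These bounds hold only where the zeros are true low counts.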

**Figure 4.**
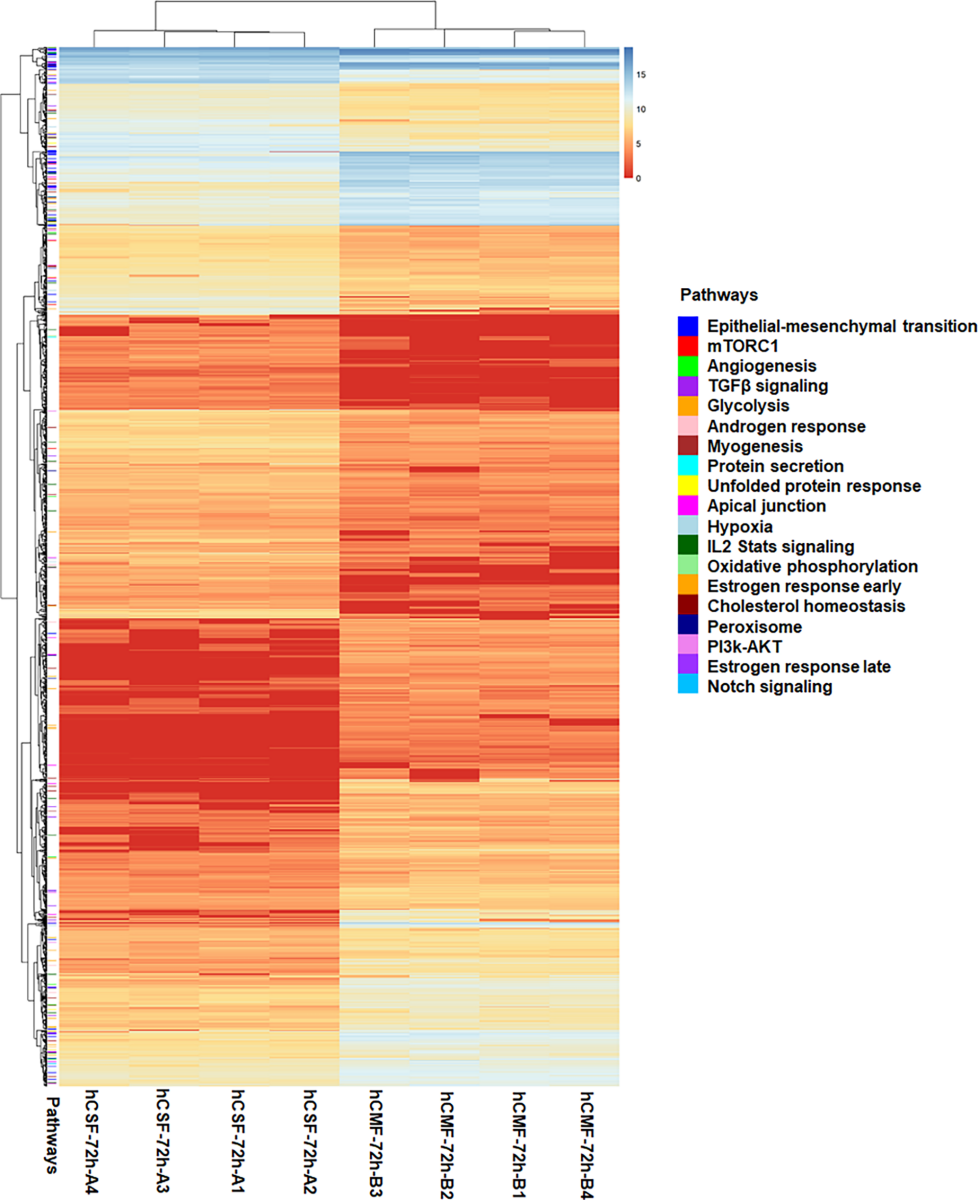
Heatmap of gene expression differences between the hCMF and hCSF sequence profiles. This heatmap illustrates the expression levels of the genes with significant differential expression between the hCMF and hCSF sequences. The genes are displayed as rows and the hCMFs and hCSFs are shown as columns; a *blue*–*yellow*–*red* gradient is used to indicate the expression intensity. *Blue* represents higher expression, and *red* denotes lower expression. The heatmap also indicates key pathways associated with the DEGs.

### Pathway Enrichment Analysis

The biological relevance of 816 up- and 739 downregulated genes was scored by the PANTHER pathway enrichment classification system. Figure 5 shows the observed distributions of protein classes (Fig. 5A), variations in biological processes (Fig. 5B), differences in molecular functions (Fig. 5C), and cellular components (Fig. 5D) for the hCMFs and hCSFs. The upregulated genes in hCMFs belonged to protein classes pertaining to the cytoskeletal (42 against 18 genes), cell adhesion (29 against 12 genes), intracellular signaling proteins (41 against 28 genes), ECM (18 against seven genes), adaptor (38 against 28 genes), and translational (five against one gene). On the other hand, downregulated genes in hCMFs were in the protein classes of transcriptional regulator (51 against 76 genes), protein modifying enzyme (49 against 69 genes), and RNA metabolism (11 against 19 genes). The mapping of up- and downregulated genes was performed to understand the contributions of different biological processes in corneal microenvironment (Fig. 5B). Differences in the number of augmented proteins were found in cellular (351 against 272 genes), developmental (102 against 53 genes), metabolic (135 against 115 genes), localization (82 against 68 genes), and homeostatic (16 against 10 genes) genes, as well as suppressed proteins in the immune system (seven against 27 genes). The functional implications of DEGs in corneal wound healing were analyzed (Fig. 5C). Genes upregulated in hCMFs were linked to molecular-function activity (55 against 39), structural activity (16 against 4), transporter activity (44 against 38), and cytoskeletal motor activity (five against three). The involvement of up- and downregulated genes in TGFβ-induced transdifferentiation of hCSFs to hCMFs was determined (Fig. 5D). The upregulated genes were connected to cellular anatomic entity (486 against 415 genes) and protein-containing complex (75 against 63 genes).

**Figure 5.**
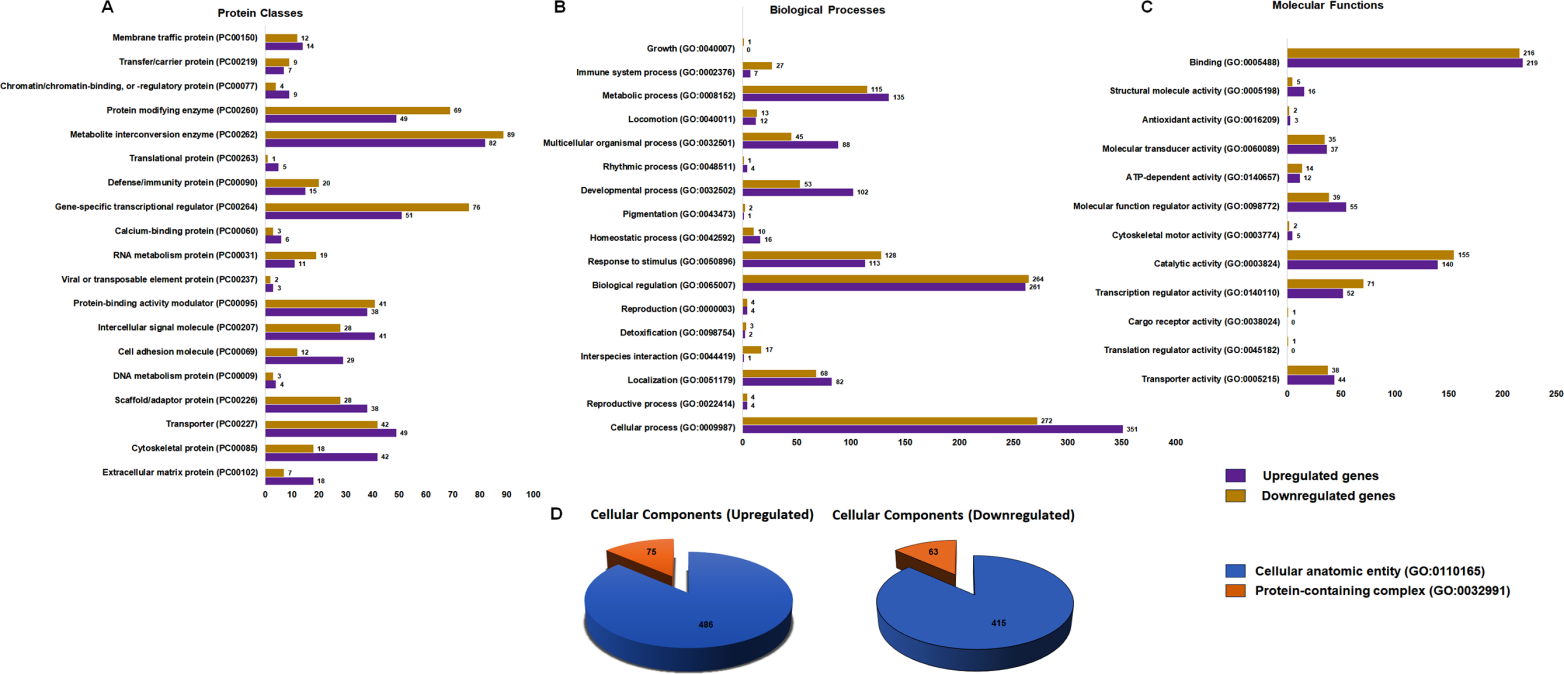
Comprehensive PANTHER analysis of pathway enrichment using upregulated and downregulated genes in hCMFs compared to hCSFs. (**A**) The distribution of protein classes among the DEGs, distinguishing between those that were upregulated and those that were downregulated in hCMFs. (**B**) Biological processes used to categorize the genes highlight the variations in process participation between upregulated and downregulated genes in hCMFs. (**C**) Molecular function analysis of the genes at the molecular level, illustrating the functional differences in the number of genes in hCMFs. (**D**) Cellular component analysis showing the components in which these genes were active, highlighting the distinctions in cellular localization between upregulated and downregulated genes. Each category is presented in a format that allows for easy comparison of the functional and biological attributes associated with gene expression changes in hCMFs compared to hCSFs.

The tree plot from the Reactome database exhibited hierarchical organization and connections between enriched pathways (Fig. 6^7^). 

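Lists of genes named for these events were written before the counts were read and are shorter than the sets of Reactome, which were not used here. Of 11 genes for insulin-like growth factors, their receptors and binding proteins, 10 were tested. Their median log2(FC) was 0.73, with 3 genes upregulated, 3 downregulated and 6 past the threshold when adjusted over the list alone. In the fits without hCMF replicate 1 and without hCMF replicate 2, which tested 9 of these genes, the median was 0.22 and 0.21. IGF1, on chromosome 12 from 102789652 to 102875522, had 476, 192, 533 and 300 counts in the hCMF libraries and 1, 0, 5 and 8 in the hCSF libraries (log2(FC) 6.58, SE 0.88, adjusted p = 0.00181 from edgeR). IGFBP7 rose from 226 ± 40.5 to 2379 ± 622 CPM (SD, n = 4 each), and IGFBP3 was upregulated with a log2(FC) of 3.05 (adjusted p = 4.79e-04 from edgeR). IGFBP6 fell by 1.63 on the log2 scale (SE 0.14, adjusted p = 2.08e-04 from edgeR). The drop of IGFBP2, −0.93 (adjusted p = 0.025 from edgeR), lost the threshold in 5 of the 8 fits that left out 1 library, with adjusted p-values up to 0.0783 without hCMF replicate 4. Of 10 genes for cyclins A and B and their kinases and phosphatases, CCNA1 was upregulated (log2(FC) 1.73, adjusted p = 0.00131 from edgeR), and WEE1 and CDC25B were downregulated (−1.85 and −1.69, adjusted p = 1.18e-04 and 0.0222 from edgeR). The median of these 10 genes was −0.21, but 0.39 without hCSF replicate 3 and 0.03 without hCMF replicate 3. The 7 genes of the ATR complex had a median log2(FC) of −0.03, with genes from −0.51 to 1.15 and medians from −0.11 to 0.03 without any 1 library, and none had an adjusted p-value under 0.05, over all genes or adjusted over the list alone. The smallest unadjusted p was that of RPA3 (0.109 from edgeR). All 12 kinetochore genes were lower in hCMFs, with a median of −0.60. This direction rested on hCSF replicate 3, without which 8 of the 12 were higher and the median was 0.24. Without hCMF replicate 3, 3 of the 12 were higher and the median was −0.37. None passed the threshold in either way, and the smallest unadjusted p was that of KNL1 (0.133 from edgeR). With median-of-ratios scaling, 1 of the 12 was higher in hCMFs. The adjusted p from the camera test of limma, over the 19 lists tested, was 0.243 for the insulin-like growth factor list, 0.964 for the cyclin and ATR lists and 0.503 for the kinetochore list. Only the first of these lists gave an unadjusted value under 0.05 in the fry test (8.14e-05).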

We observed changes in the interacting insulin-like growth factors, collagen assembly biosynthesis chain, activation of DNA ATR complex, cyclin A/B1/B2–associated events, and amplification from kinetochores signal genes (Fig. 6A). 

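Of the 38 collagen genes listed in the tables, 32 were tested. Their median log2(FC) was 0.62, or 0.43 with the libraries scaled to the same sum, and 20 of the 32 were higher in hCMFs. In edgeR's test, 11 were upregulated and 3 were downregulated over all genes, and 15 passed the threshold when adjusted over the list alone. COL4A2 and COL8A2 were upregulated with log2(FC) values of 3.16 (SE 0.25, adjusted p = 1.64e-04 from edgeR) and 3.53 (SE 0.20, adjusted p = 4.96e-05 from edgeR). COL6A1, COL6A3 and COL14A1 were downregulated, with log2(FC) values of −2.01, −1.51 and −4.43 and adjusted p-values of 8.22e-04, 5.28e-04 and 0.0260 from edgeR. COL22A1 was listed at 0 in every hCSF library. It was at least 3.55-fold higher in hCMFs. The adjusted p from camera was 0.00439 for the collagen list (limma). An unadjusted value under 0.05 was also given by fry (0.00127) and not by camera with the correlation between genes estimated from the libraries (0.215).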

The dot plot revealed changes in pathways linked to the ECM, cell-cycle checkpoints, degradation of the ECM, and collagen formation (Fig. 6B). The gene clusters and combined network of co-modulated genes from the enriched pathways are shown in Figure 6C.

**Figure 6.**
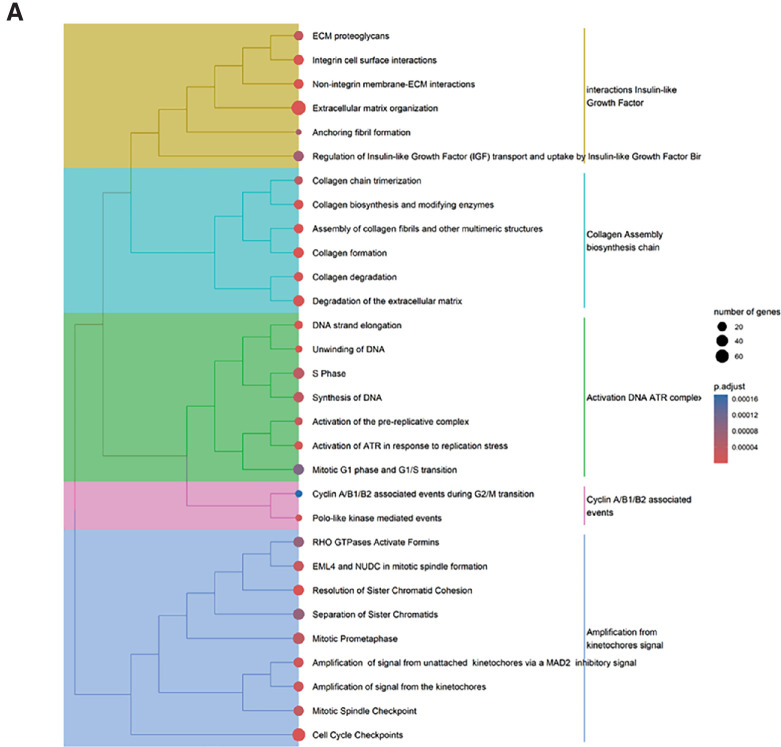
Pathway enrichment analysis using the Reactome database. (**A**) Tree plot of enriched pathways that illustrates the relationships between various biological pathways; the size of the nodes corresponds to the significance of the enrichment. Pathways are colored according to their enrichment scores, providing a visual representation of the key pathways involved in the DGE analysis. (**B**) In this dot plot, the *x*-axis (gene ratio) indicates the proportion of genes associated with each pathway relative to the total number of genes analyzed. The *y*-axis shows the names of the enriched pathways. The color gradient of the dots represents the adjusted adjusted *P* values, with *blue* indicating higher significance and *red* indicating lower significance. The size of the dots corresponds to the gene count involved in each pathway, with larger dots representing higher counts. (**C**) Network clusters showing genes involved in various ECM-related processes. The gene clusters show the genes and their interactions in five categories: ECM organization, degradation of the ECM, Assembly of collagen fibrils and other multimeric structures, non-integrin membrane–ECM interactions, and collagen biosynthesis and modifying enzymes. The integrated network combines these categories, with *node size* representing the number of connections (degree) and *node color* indicating fold change (*blue* for higher values, and *red* for lower values).

**Figure 6.**
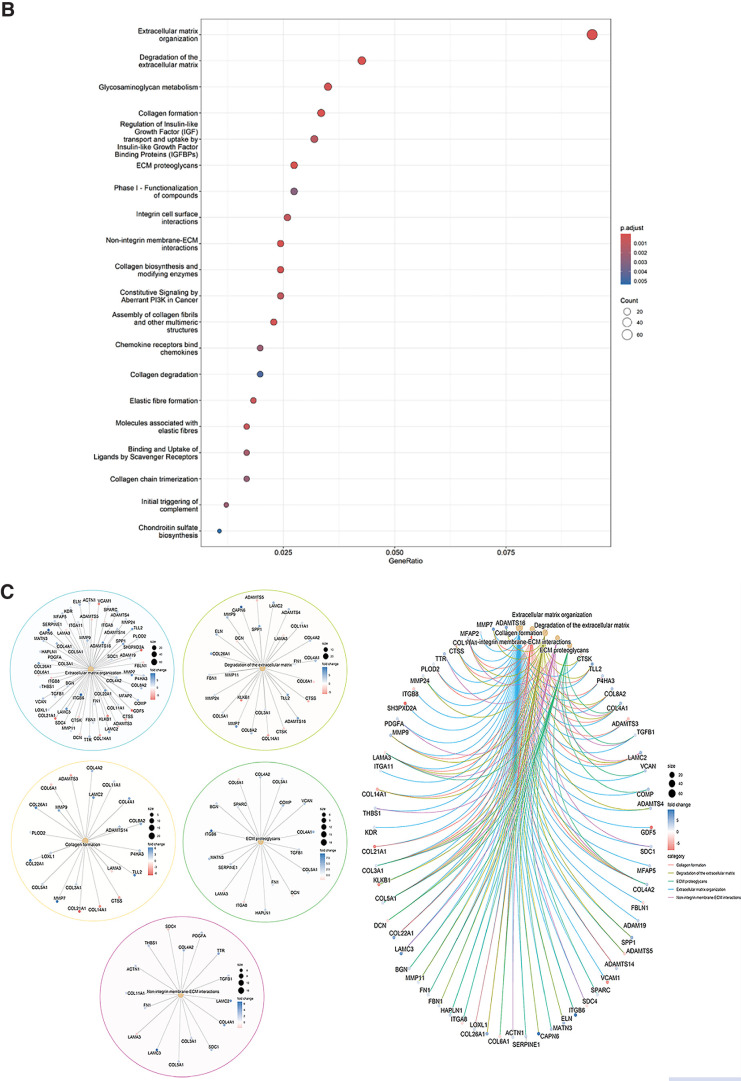
Continued.

The GSEA identified significant enrichment of several pathways (Fig. 7). 

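Supplementary Table S2 lists 92 core genes for EMT, 73 for mTORC1 signaling, 11 for angiogenesis and 18 for TGFβ signaling, 194 entries and 181 genes in all. The paper selected these genes with GSEA on the same libraries, so their direction is not independent evidence. All were tested, and every one was higher in hCMFs compared to hCSFs, also with the libraries scaled to the same sum. The median log2(FC) was 1.76 for the EMT genes, from 0.46 to 4.73. It was 0.59 for the mTORC1 genes, 2.27 for the angiogenesis genes and 1.52 for the TGFβ genes. Over all genes tested, 73 EMT, 35 mTORC1, 11 angiogenesis and 13 TGFβ genes had an adjusted p-value under 0.05 from edgeR. When adjusted over the list alone, the numbers were 89, 63, 11 and 17. Camera, with a preset correlation between genes of 0.01, gave p = 8.23e-43 for EMT, 2.78e-19 for mTORC1, 1.41e-11 for angiogenesis and 2.57e-14 for TGFβ signaling. With the correlation estimated from the libraries, the p-values were 3.59e-04, 2.80e-04, 0.00417 and 0.00137, and all 4 calls held there and under fry.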

The four most significantly enriched pathways (red) were epithelial–mesenchymal transition (EMT), with normalized enrichment score (NES) = 5.569 and false discovery rate (FDR) *q* = 0.000; mechanistic target of rapamycin complex 1 (mTORC1), with NES = 2.949 and FDR *q* = 0.000; angiogenesis, with NES = 2.176 and FDR *q* = 0.002); and TGFβ signaling, with NES = 2.008 and FDR *q* = 0.000. Pathways with NES < 2.0 and FDR *q* < 0.25 (green) were linked to glycolysis, androgen response, myogenesis, protein secretion, unfolded protein response, apical junction, hypoxia, IL-2/STAT signaling, oxidative phosphorylation, estrogen response early score, cholesterol homeostasis, peroxisome, PI3k/AKT signaling pathway, late estrogen response, and Notch signaling (Fig. 7A). The heatmaps for the top four enriched pathways across the hCSFs and hCMFs are presented in Figure 7B.

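Among 10000 random lists of the same size matched on mean count, 95% of the medians lay between −0.05 and 0.21 for lists of 92 genes and between −0.05 and 0.24 for lists of 73 genes. For 11 genes the limits were −0.38 and 0.47, and for 18 genes −0.23 and 0.35. The median of each pathway list lay above all 10000 random lists. The genes of these lists were selected on the same libraries for being higher in hCMFs and the random lists were not, so this position describes the lists and is not independent evidence. SLC7A5 had the largest log2(FC) of the mTORC1 list (2.54, SE 0.42, adjusted p = 0.00507 from edgeR) and ENO1 the smallest (0.32, SE 0.18, adjusted p = 0.306 from edgeR). The EMT list ran from ENO2 (0.46, SE 0.18, adjusted p = 0.133 from edgeR) to SPP1, which also led the angiogenesis list. LEFTY2 had the largest fitted log2(FC) of the TGFβ list (4.99, SE 1.58), with an adjusted p = 0.0708 from edgeR that did not pass the threshold. Its counts were 224, 11, 305 and 307 in the hCMF libraries and 26, 0, 0 and 0 in the hCSF libraries.

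**Figure D1:**
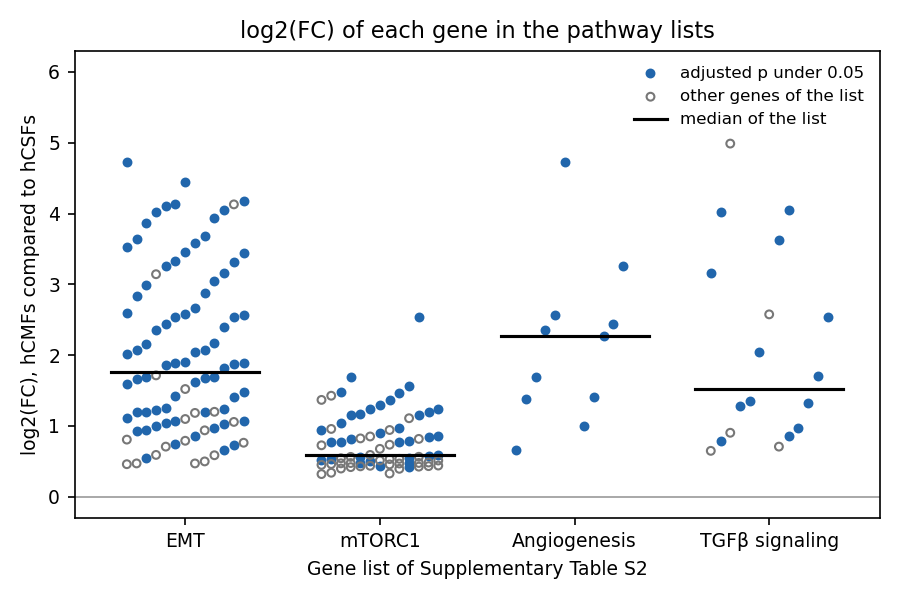
Each point is 1 gene of a list of Supplementary Table S2, with its log2(FC) in hCMFs compared to hCSFs on the vertical axis. Filled points have an adjusted p-value under 0.05 from edgeR, open points do not, and horizontal lines are the medians, 1.76, 0.59, 2.27 and 1.52 from left to right.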

**Figure 7.**
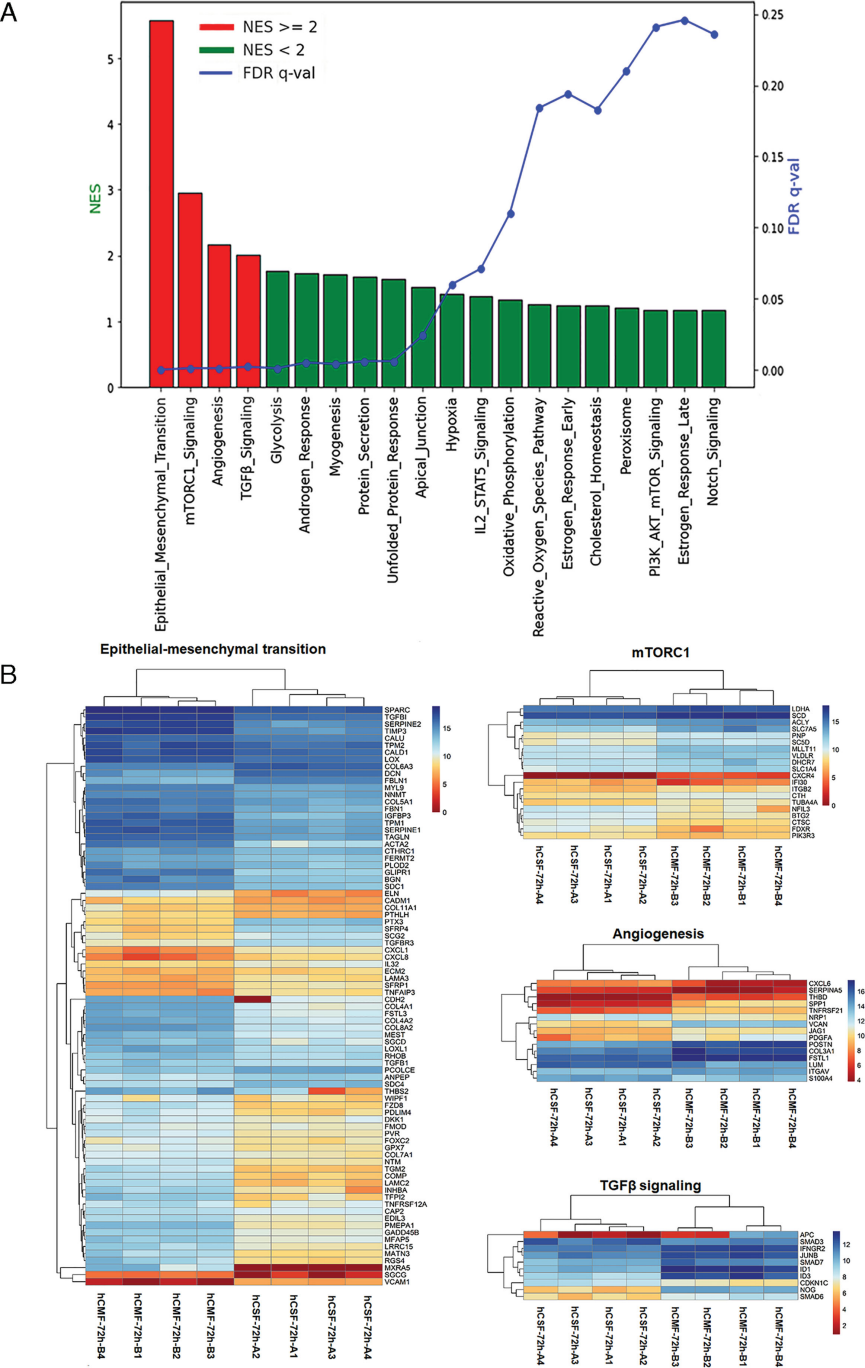
(**A**) Graphical illustration of gene set enhancement in various pathways. The most significant pathways with NES ≥ 2 and FDR *q* ≤ 0.05 are shown in *red*, and pathways with NES < 2 and/or FDR *q* > 0.05 are shown in *green*. The FDR *q* values of each pathway are shown in *blue*. (**B**) Heatmaps for the top four enriched pathways involving the epithelial–mesenchymal transition, mTORC1, angiogenesis, and TGFβ signaling across different samples are shown. The color gradient from *blue* to *red* indicates increasing gene expression levels.

The GSEA heatmap of the top 50 genes in hCSFs and hCMFs is presented in Figure 8A, with a red and blue color gradient (where red indicates higher and blue indicates lower expression). 

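GSEA ranks genes by a signal-to-noise ratio, the difference of the group means divided by the sum of the SDs, with each SD set to at least 0.2 of its mean. Computed on the deposited counts for the 194 entries of Supplementary Table S2, the ratio had a median of 1.28, and the paper's rank metric had a median of 1.37. Across these genes, which are not independent replicates, Spearman's rho between both sets of values was 0.962 and Pearson's r was 0.948. All 194 ratios were positive. After TMM scaling of the counts, a setting chosen after the data were seen, rho was 0.988 and 184 ratios came within 0.1 of the paper's. The highest ratio belonged to PMEPA1, at 4.45. This gene is in both the EMT and the TGFβ list and rose from 17.2 ± 2.87 to 287 ± 11.0 CPM (SD, n = 4 each).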

The most remarkably affected genes during corneal wound healing belonged to the EMT (Fig. 8B), mTORC1 signaling (Fig. 8C), angiogenesis (Fig. 8D), and TGFβ signaling pathways (Fig. 8E).

**Figure 8.**
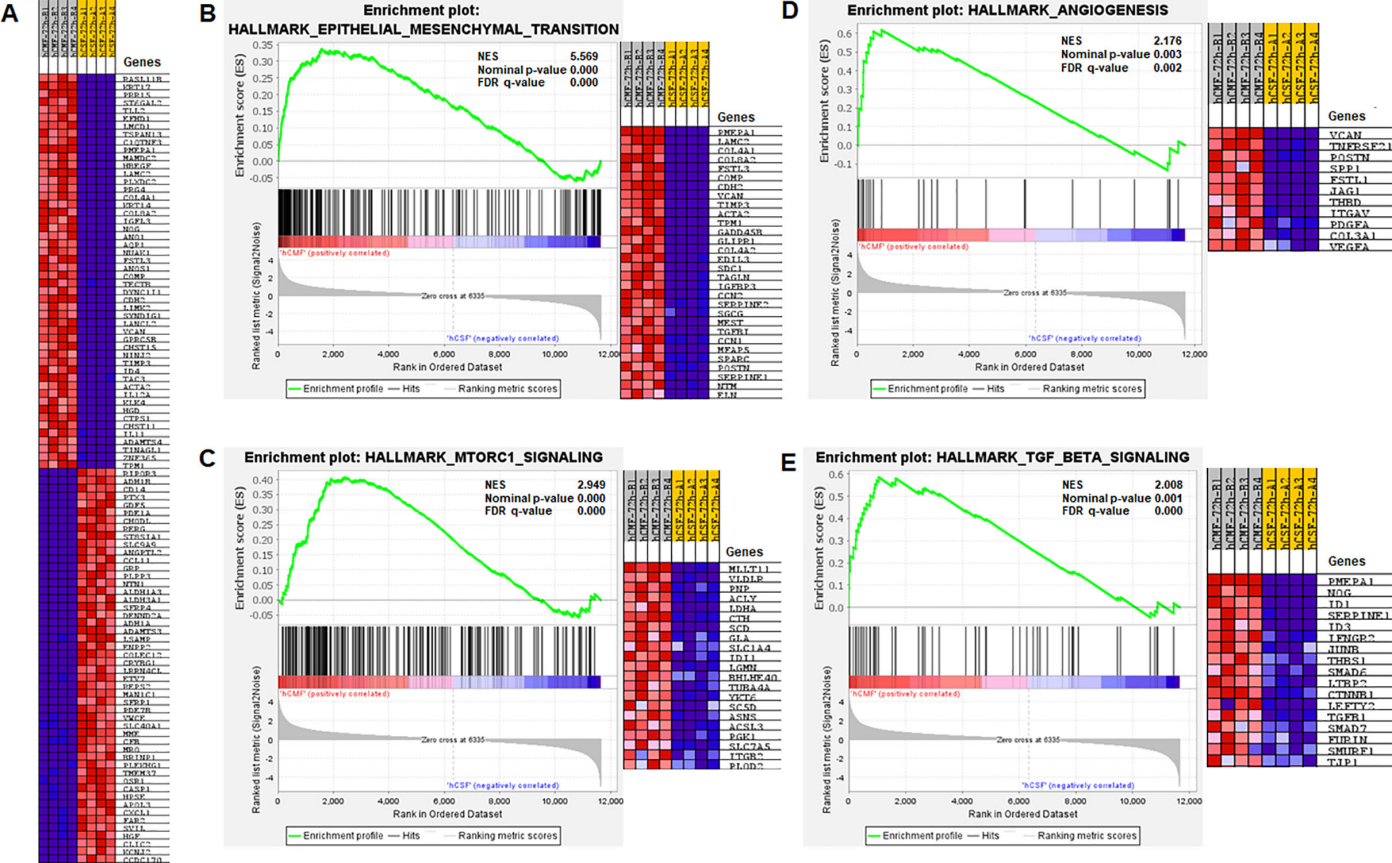
Pathway enrichment analysis of hCMFs versus hCSFs. (**A**) Heatmap of the top 50 genes in each cell line, with the red-to-blue color scale indicating higher to lower gene expression. (**B**–**E**) Significantly enriched pathways: EMT pathway (NES = 5.569), mTORC1 signaling pathway (NES = 2.949), angiogenesis (NES = 2.176), and TGFβ signaling (NES = 2.008). These pathways highlight a shift toward increased cellular differentiation and fibrotic responses in hCMFs, suggesting potential impacts on corneal fibrosis and transparency.

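With 1 library left out at a time, the median log2(FC) of the core genes in hCMFs compared to hCSFs ranged from 1.70 to 1.85 for EMT and from 0.56 to 0.66 for mTORC1 signaling. It ranged from 1.98 to 2.42 for angiogenesis and from 1.42 to 1.61 for TGFβ signaling. From the enrichment of these 4 pathways in hCMFs, the paper proposes a move of the cells toward differentiation and fibrosis.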

### PPI Network Analysis

The PPI networks demonstrating intricate interactions and functional convergence of signaling pathways in hCSFs and hCMFs were created using Cytoscape (Supplementary Fig. S3). The maximal clique centrality (MCC) algorithm within cytoHubba, a Cytoscape plugin, examined complexity and identified the most influential nodes in PPIs. The MCC algorithm pinpointed crucial nodes within a network based on their connectivity and position within maximal cliques and revealed the nodes within the network that are important in corneal wound healing (Fig. 9A). 

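The EMT genes CTGF (the tables' symbol for CCN2), ACTA2, COL4A1 and TIMP3 were upregulated in hCMFs compared to hCSFs. CTGF, on chromosome 6 from 132269316 to 132272512, rose from 1176 ± 261.9 to 4786 ± 245.6 CPM (SD, n = 4 each), a log2(FC) of 2.02 (SE 0.16, adjusted p = 1.74e-04 from edgeR). COL4A1 had a log2(FC) of 3.93 (SE 0.23, adjusted p = 5.21e-05 from edgeR) and TIMP3 of 2.98 (SE 0.20, adjusted p = 9.27e-05 from edgeR). In the mTORC1 subnetwork, THBS1 had 6987 ± 1317 CPM in hCSFs and 13800 ± 2573 in hCMFs (SD, n = 4 each), a log2(FC) of 0.97 (SE 0.19, adjusted p = 0.0107 from edgeR). MTOR, on chromosome 1 from 11166592 to 11322613, was 0.85 higher on the log2 scale (SE 0.34), which did not pass the threshold (adjusted p = 0.143 from edgeR), and its counts overlapped between the cell types. Of the alternatives, only DESeq2 on all 12 libraries called it (adjusted p = 0.0393), and over all alternatives that use no replicate number the adjusted p ran from 0.0393 to 0.258. In the TGFβ subnetwork, TGFB1 rose from 12.4 ± 1.31 to 51.7 ± 6.36 CPM (SD, n = 4 each), and CTNNB1 had a log2(FC) of 0.79 (SE 0.11, adjusted p = 0.00219 from edgeR). SMAD7 was upregulated by 1.32 (SE 0.32, adjusted p = 0.0256 from edgeR). That call was lost in 5 of the 8 fits that left out 1 library, with adjusted p-values up to 0.0728 without hCSF replicate 3. SMAD3 was lower in hCMFs, at −1.05 (SE 0.31), with an adjusted p = 0.0538 from edgeR that did not pass the threshold. Without hCSF replicate 4, which had the lowest hCSF count, its adjusted p was 0.00919, and over all alternatives it ran from 0.00919 to 0.133.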

The EMT subnetwork showed proteins such as CCN2, ACTA2, COL4A1, and TIMP3 (Fig. 9B), the mTORC1 subnetwork showed MTOR, THBS1, and SERPINE1 proteins (Fig. 9C), and the TGFβ subnetwork showed signaling proteins including TGFB1, SMAD3, SMAD7, and CTNNB1(Fig. 9D). Also, the angiogenesis subnetwork exposed proteins such as PDGFA, VCAN, and SPP1, which are essential for new blood vessel formation (Fig. 9E). 

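SPP1, on chromosome 4 from 88896819 to 88904684, had 1455, 938, 447 and 1063 counts in the hCMF libraries and 23, 40, 44 and 38 in the hCSF libraries, a log2(FC) of 4.73 (SE 0.44, adjusted p = 3.32e-04 from edgeR). VCAN rose from 26.0 ± 7.66 to 252 ± 25.2 CPM (SD, n = 4 each), with a log2(FC) of 3.26 (SE 0.24, adjusted p = 1.22e-04 from edgeR). PDGFA was upregulated by 2.27 (SE 0.52, adjusted p = 0.0217 from edgeR). Its call was lost in 4 of the 8 fits that left out 1 library, with adjusted p-values up to 0.0592 without hCSF replicate 4. Its counts did not overlap between the cell types: 147 to 829 in hCSFs and 964 to 3604 in hCMFs.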

The integrated data from the significantly enriched pathways (EMT, mTORC1, TGFβ, and angiogenesis) are exhibited in Supplementary Table S2. Details regarding the nodes and edges of the integrated PPI network are provided in Supplementary Table S3. 

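All 20 genes of Table 4 were higher in hCMFs compared to hCSFs, under each of the 3 scalings tried, and 17 had an adjusted p-value under 0.05 from edgeR. When adjusted over the list alone, 19 did. The paper chose these genes from lists it had made on the same libraries, so this number is not independent evidence. Fold changes of the genes called ran from 1.68 for COL1A1 to 17.2 for ELN. ELN, on chromosome 7 from 73442119 to 73484237, had a log2(FC) of 4.11 (SE 0.47, adjusted p = 8.40e-04 from edgeR), and ACTA2 followed with 4.03 (SE 0.44, adjusted p = 7.39e-04 from edgeR). FN1, the Table 4 gene with the highest level in hCSFs, rose from 24860.0 ± 3437 to 48200.0 ± 5652 CPM (SD, n = 4 each), which is 1.93-fold. COL1A1 was upregulated by 0.75 (SE 0.20, adjusted p = 0.0413 from edgeR), and this call was lost in 7 of the 8 fits that left out 1 library, with adjusted p-values up to 0.104 without hCSF replicate 1. The 3 genes that did not pass the threshold were COL1A2, FMOD and THBS2. COL1A2 had a fold change of 1.50 (log2(FC) 0.59, SE 0.17, adjusted p = 0.0508 from edgeR), FMOD of 2.27 (log2(FC) 1.18, SE 0.35, adjusted p = 0.0541 from edgeR). THBS2 differed between libraries of the same cell type, with 3628, 5716, 14 and 104 counts in hCSFs and 11414, 12991, 24975 and 28480 in hCMFs (log2(FC) 3.14, SE 1.42, adjusted p = 0.187 from edgeR).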

The top 20 influential nodes revealed by the network analysis are shown in Table 4.

**Figure 9.**
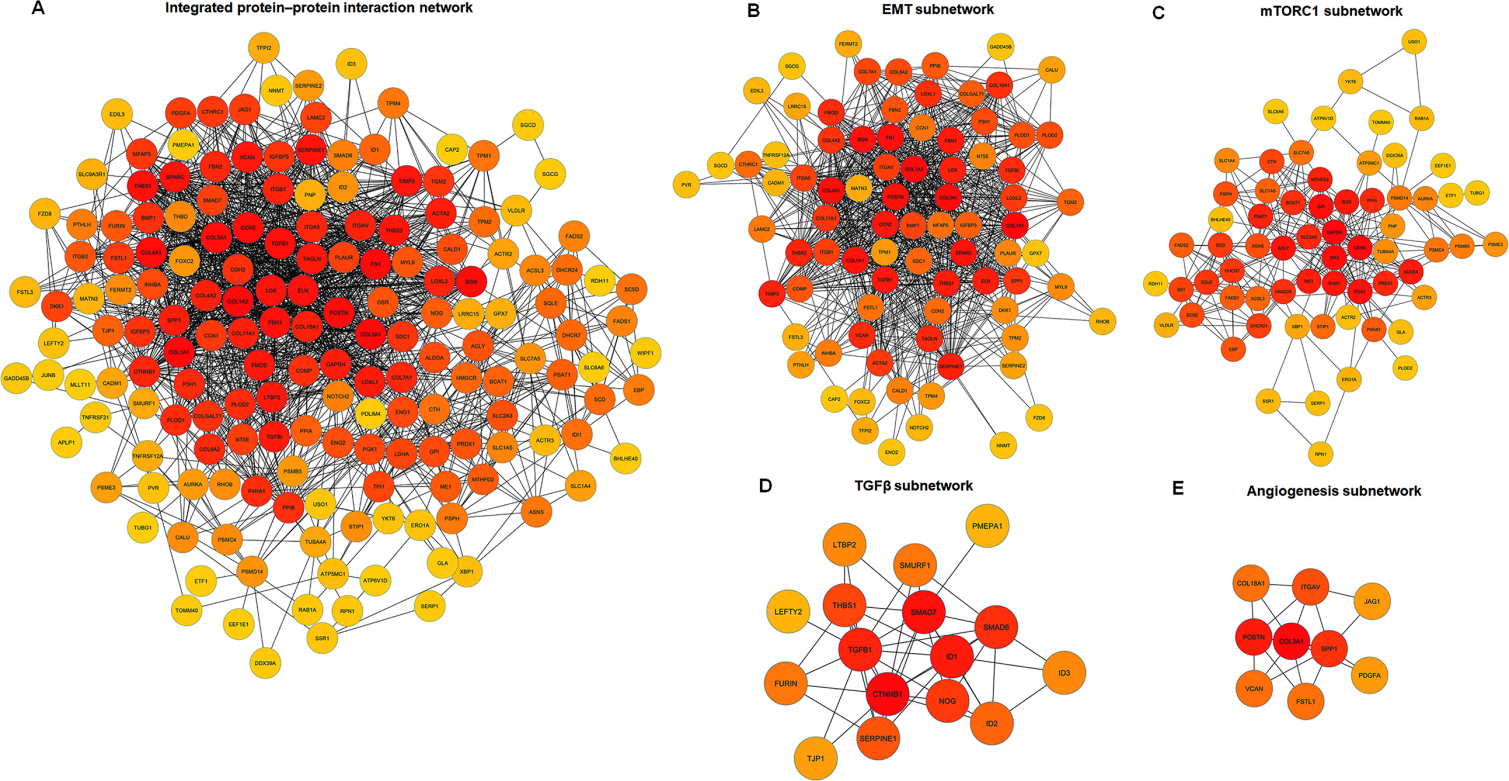
PPI networks. (**A**) Integrated protein‒protein interaction network of significantly enriched pathways in hCMFs. (**B**–**E**) Subnetworks of the four pathways related to the genes exhibiting the most significant enrichment: EMT (**B**), mTORC1 signaling (**C**), TGFβ signaling (**D**), and angiogenesis (**E**), derived from GSEA using gene counts. Influential nodes, as determined by the MCC algorithm using CytoHubba in Cytoscape, are emphasized to indicate their central role in the network (*red* to *yellow* color scale, with *red* indicating the most influential nodes).

**Table 4.** Influential Nodes With a Possible Role in Corneal Wounds and Their Ranking in the Network

Protein Name	Node Rank	Gene Fold Change	Role in Cornea
Type I collagen alpha-1 (COL1A1)	1	2.27	COL1A1 is a member of group I of the collagen family, noted for its fibril-forming capability, essential for maintaining the structural integrity and transparency of the corneal stroma.^30^
Fibronectin (FN1)	2	2.93	FN1 facilitates adherence to cell surfaces and interaction with key components such as collagen, fibrin, heparin, DNA, and actin. It supports cell adhesion, movement, opsonization, and wound healing and maintains cellular integrity, which is crucial for the health and functionality of the cornea.^31^
Collagen type I alpha 2 (COL1A2)	3	2.26	COL1A2 is recognized for its ability to form fibrils and is categorized within the broader group of fibrillar collagens essential for the structural framework and transparency of the corneal tissue.^32^
Collagen type III alpha 2 (COL3A1)	4	3.29	COL3A1 is typically present in soft connective tissues alongside type I collagen and is crucial for the corneal structure, contributing to its integrity and function.^33^
Periostin (POSTN)	5	5.22	POSTN plays an important role in enhancing cell attachment and dispersion. It aids in incorporating BMP1 into the fibronectin matrix, a vital step for activating lysyl oxidase LOX through proteolysis.^34^ It has unique expression patterns and functional roles in maintaining the properties of human limbal stem cells.^35^ This action may play an essential role in improving the corneal structure and its overall function.
Actin alpha-2, α-smooth muscle actin 2 (ACTA2)	6	16.63	αSMA is a hallmark of corneal wound healing and fibrosis and signifies the transdifferentiation of fibroblasts into myofibroblasts in response to TGFβ1 injury, treatment, and surgical intervention.^36^
Biglycan (BGN)	7	5.91	BGN is a small leucine-rich proteoglycan known to play a significant role in the structure and function of the ECM in various tissues, including the cornea. In the context of the cornea, BGN may be involved in collagen fiber assembly, contributing to the regulation of corneal transparency and biomechanical properties.^37^
Cellular communication network factor 2 (CCN2)	8	4.11	CCN2, or connective tissue growth factor (CTGF), promotes the proliferation and differentiation of keratocytes, the principal cells of the corneal stroma. By mediating cell adhesion, CCN2 facilitates the interaction between corneal cells and the ECM, crucial for wound healing. Additionally, its ability to enhance fibroblast growth factor–induced DNA synthesis suggests a role in corneal cell regeneration and repair following injury.^38^
Transforming growth factor β1 (TGFβ1)	9	4.20	TGFβ1 binds to its receptors (TGFBR1 and TGFBR2), initiating cellular signaling pathways that regulate various cell functions. TGFβ1 promotes keratocyte proliferation and differentiation, collagen production, and EMT processes.^39^
Collagen type V alpha 1 (COL5A1)	10	3.59	COL5A1 is a fibrillar-forming collagen. The interactions of type V collagen with molecules such as DNA, heparan sulfate, thrombospondin, heparin, and insulin suggest a multifaceted role in cellular functions, including cell adhesion, migration, and a possibly influence on corneal healing processes.^40^
Thrombospondin 1 (THBS1)	11	4.93	THBS1 is an adhesive glycoprotein crucial for mediating interactions both between cells and between cells and the ECM. The role of THBS as a ligand for CD36 is particularly significant in the cornea for its antiangiogenic properties, helping maintain the avascular nature of the cornea essential for transparency and vision.^41^
Fibrillin 1 (FBN1)	12	3.76	FBN1 is a structural component of the ECM and forms part of the microfibrils that not only provide structural support but also play a regulatory role in the corneal tissue. These microfibrils, independent of elastin, contribute significantly to the tensile strength of the cornea and provide anchoring functions. FBN1 interacts with various growth factors, including bone morphogenetic proteins (BMPs) and latent transforming growth factor-beta-binding proteins (LTBPs), alongside cell-surface integrins and other ECM components.^42^
Elastin (ELN)	13	17.60	ELN is less prominent but plays a crucial role due to the unique requirements of the cornea for transparency and mechanical stability. Although elastin is a major structural protein in tissues that undergo significant expansion and recovery, its presence in the cornea is relatively minimal. However, the elastin that does exist in the cornea contributes to its ability to withstand mechanical stress and maintain its shape and structure. This is particularly important in the peripheral corneal regions and the limbus, where slight elasticity might help in accommodating intraocular pressure changes and ensuring the integrity of the ocular surface.^43^
Secreted protein acidic and rich in cysteine (SPARC)	14	3.28	SPARC regulates cellular behavior and maintains ECM composition through its interactions with cytokines and various components of the matrix. This multifunctional glycoprotein binds to essential molecules such as calcium, copper, diverse collagen types that are critical for corneal structure, albumin, thrombospondin (which supports cell–matrix interactions), platelet-derived growth factor (PDGF), and cell membranes.^44^
Protein-lysine 6-oxidase (LOX)	15	2.20	LOX plays a crucial role in the post-translational modification of collagen and elastin precursors, which are essential components of the corneal stroma. This enzyme catalyzes the oxidative deamination of peptidyl lysine residues, a critical step in the cross-linking process that strengthens collagen and elastin fibers.^45^
Serine protease inhibitor E1 (SERPINE1)	16	5.91	SERPINE1 acts as a serine protease inhibitor with a critical role in modulating fibrinolysis and cell migration. It primarily inhibits tissue-type (PLAT) and urokinase-type (PLAU) plasminogen activators, thereby controlling the degradation of fibrin clots and regulating cell adhesion and spreading.^46^^,^^47^
Tissue inhibitor of metalloproteinase 3 (TIMP3)	17	8.05	TIMP3 irreversibly inactivates metalloproteinases, including collagenases, through binding to their catalytic zinc cofactor. This action helps regulate corneal remodeling and healing processes by inhibiting enzymes such as MMP-1, MMP-2, MMP-3, MMP-7, MMP-9, MMP-13, MMP-14, and MMP-15, which are involved in the breakdown of the ECM.^48^
Thrombospondin 2 (THBS2)	18	Not significant	THBS2 is an adhesive glycoprotein essential for facilitating interactions both between cells and between cells and the ECM. It serves as a ligand for CD36, playing a significant role in mediating antiangiogenic effects.^49^
Transgelin (TAGLN)	19	4.29	TAGLN acts as an actin cross-linking/gelling protein contributing to the structural organization and contractile properties in non-ocular tissues.^50^ Its role in corneal wound healing is not known.
Fibromodulin (FMOD)	20	2.32	FMOD plays a key role in regulating the formation of collagen fibrils. As a member of the small leucine-rich proteoglycan (SLRP) family, specifically within the SLRP class II subfamily, it significantly contributes to collagen fibrillogenesis, impacting the mechanical properties and overall health of the cornea.^51^

### qRT-PCR for Selected Genes

The DGE analysis identified expression of the *MXRA5* gene in corneal stromal cells, hCSFs and hCMFs. 

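MXRA5 lies on the minus strand of chromosome X from 3226606 to 3264693 in GRCh37, and its longest annotated transcript has 9804 nucleotides. In the deposited tables it was listed at 0 in all 4 hCSF libraries. In the hCMF libraries it had 0, 4039, 14920 and 0 counts in replicates 1 to 4.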

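With counts above 0 in 2 of 8 libraries, MXRA5 did not pass the filter on low counts. Without the filter, edgeR gave an adjusted p of 0.133 for hCMFs compared to hCSFs, and 0.122 with a mean count of at least 100 required in place of the filter. With 1 library left out at a time, the adjusted p from edgeR lay between 0.0959 and 0.217. DESeq2 gave 6.99e-15, the lowest over all alternatives, which ran up to 0.217. No fold change is given for MXRA5, since a count of 0 may stand for an estimate that failed. Both 0 and 14920 counts occurred within the hCMFs, so the spread between replicates was as large as the difference between the cell types. Of the other genes of Table 5, 17 had an adjusted p-value under 0.05 from edgeR in the paper's direction, 8 upregulated and 9 downregulated. WNT4, KLK4, LPAR5 and CAPN6 were listed at 0 in every hCSF library, and KLK4, with 174, 197, 130 and 131 counts in the hCMF libraries, was at least 52.7-fold higher where these zeros are true low counts. ADH1B fell from 74.0 ± 5.37 to 0.224 ± 0.189 CPM (SD, n = 4 each), and GDF5 had a log2(FC) of −8.00 (SE 0.81, adjusted p = 4.68e-04 from edgeR). KIAA1644 had 533, 0, 662 and 539 counts in the hCMF libraries and 0 in every hCSF library. Its adjusted p was 0.0516 from edgeR without the filter and 0.00080 without hCMF replicate 2, and over all alternatives it ran from 1.21e-04 to 0.111. SH3PXD2A had 13, 4317, 2371 and 10 counts in the hCSF libraries and 0, 8, 20 and 0 in the hCMF libraries (log2(FC) −7.87, SE 2.27, adjusted p = 0.0521 from edgeR). Without hCSF replicate 4 its adjusted p was 0.0355, and over all alternatives it ran from 0.00221 to 0.163.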

Levels of the *MXRA5* gene were significantly upregulated in hCMFs compared to hCSFs (*P* < 0.0001) (Table 5). The elevated *MXRA5* expression was further confirmed with qRT-PCR (22.11 ± 0.45-fold; *P* < 0.0001) (Fig. 10A). Likewise, the expression of *POSTN* and *COL5A1* genes, whose functional role has been poorly studied in the human cornea, was also identified. 

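POSTN, on chromosome 13 from 38136720 to 38172981, rose from 459 ± 139.6 CPM (SD, n = 4) in hCSFs to 2382 ± 612 CPM (SD, n = 4) in hCMFs, a log2(FC) of 2.36 (SE 0.28, adjusted p = 0.00101 from edgeR) and a fold change of 5.13. With each library left out in turn and under each other setting, its log2(FC) stayed between 2.17 and 2.55. COL5A1, on chromosome 9 from 137533649 to 137736689, rose from 491 ± 158.2 CPM (SD, n = 4) to 1737 ± 478 CPM (SD, n = 4), a log2(FC) of 1.82 (SE 0.29, adjusted p = 0.00414 from edgeR) and a fold change of 3.52. Its log2(FC) stayed between 1.63 and 2.01 across the same settings. Every hCMF library was above every hCSF library for both genes. GAPDH, which served as the reference gene of the qRT-PCR, had a log2(FC) of 0.48 (SE 0.22, adjusted p = 0.187 from edgeR), which did not pass the threshold, although every hCMF library was above every hCSF library. Without hCMF replicate 2 its log2(FC) was 0.22.

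**Figure D2:**
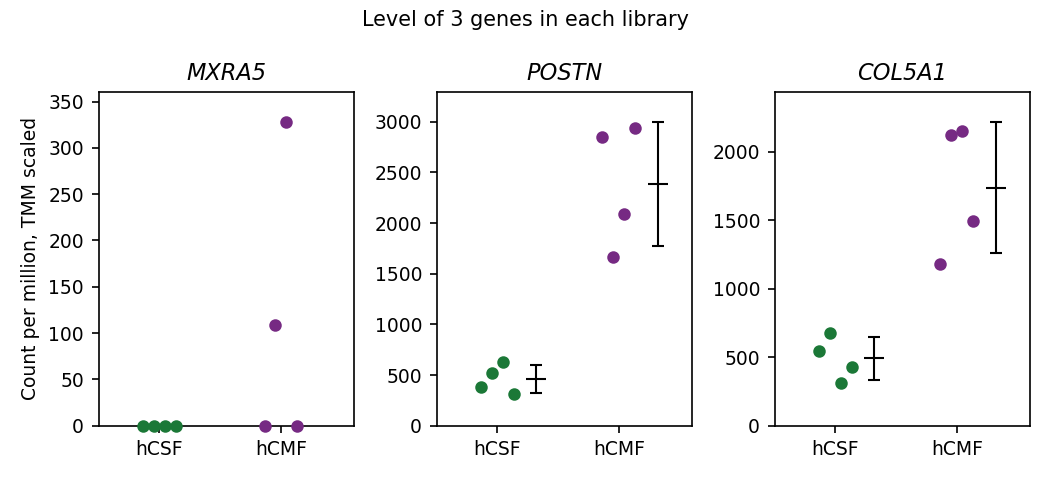
TMM-scaled CPM of MXRA5, POSTN and COL5A1 in each library, with 1 point per library and 4 libraries of hCSFs and of hCMFs. Bars for POSTN and COL5A1 are the mean with the SD of 4 libraries. The MXRA5 points of 2 hCMF libraries lie at 0 with those of the hCSFs.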

The qRT-PCR confirmed significant upregulation of *POSTN* (6.83 ± 0.51-fold; *P* = 0.0001) (Fig. 10B) and *COL5A1* (3.52 ± 0.22-fold; *P* < 0.0001) (Fig. 10C) in hCMFs compared to hCSFs.

**Table 5.** Tope Ten Upregulated and Downregulated Differentially Expressed Genes

DGE	Gene ID	Name	log_2_(FC)	*P*, Adjusted
Upregulated	*MXRA5*	Matrix-remodeling associated 5	28.088	6.46E-15
	*TSPAN2*	Tetraspanin 2	12.848	3.64E-15
	*KIAA1644/ZNF638*	Zinc finger protein 638	11.165	1.24E-04
	*C4orf26*	Chromosome 4 open reading frame 26	10.905	4.28E-09
	*WNT4*	Wnt family member 4	10.686	1.37E-18
	*DNM3OS*	DNM3 opposite strand	10.193	5.16E-12
	*LINC01929*	Long intergenic non-protein coding RNA 1929	9.9123	1.68E-15
	*KLK4*	Kallikrein related peptidase 4	9.763	1.20E-17
	*LPAR5*	Lysophosphatidic acid receptor 5	9.700	3.55E-16
	*CAPN6*	Calpain 6	9.634	4.88E-15
Downregulated	*C10orf105*/*DMXL2*	Dmx like 2	−10.147	3.55E-18
	*RIPOR3*	Rho family interacting cell polarization regulator 3	−9.902	1.41E-19
	*KIT*	KIT proto-oncogene, receptor tyrosine kinase	−9.330	1.61E-13
	*ABCA9*	ATP binding cassette subfamily A member 9	−9.040	3.29E-13
	*TXLNB*	Taxilin β	−9.003	8.44E-13
	*ADH1B*	Alcohol dehydrogenase 1B (class I)	−8.335	5.76E-30
	*ZBTB16*	Zinc finger and BTB domain containing 16	−8.289	1.86E-11
	*SCN4B*	Sodium voltage-gated channel beta subunit 4	−8.094	1.20E-11
	*GDF5*	Growth differentiation factor 5	−8.004	4.79E-30
	*SH3PXD2A*	SH3 and PX domains 2A	−7.881	1.16E-03

**Figure 10.**
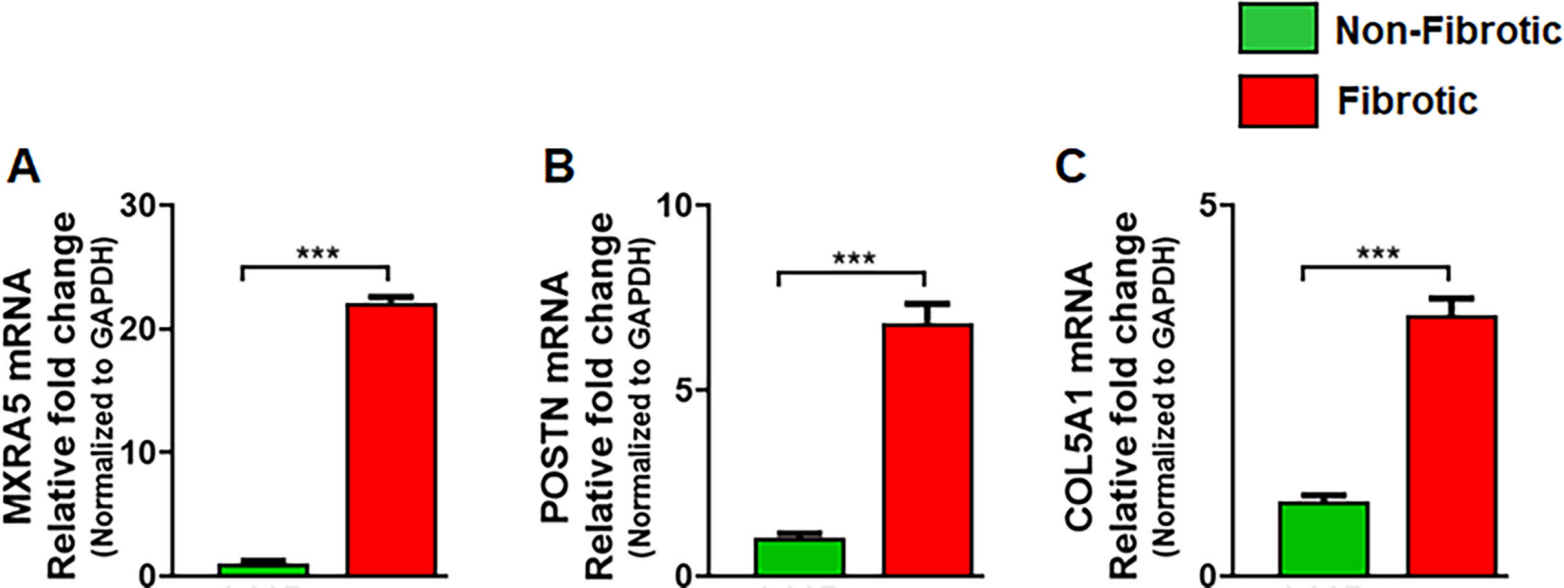
(**A**–**C**) Real-time PCR quantification detected significant (*P* < 0.001) increases in the gene expressions of MXRA5 (**A**), POSTN (**B**), and COL5A1 (**C**) in fibrotic (hCMF) cells compared to non-fibrotic (hCSF) cells as found in RNA-seq data analysis.

### MXRA Protein Expression in Human Cornea

Double immunofluorescence displaying co-localization of αSMA (red) and MXRA5 (green) in the cytoplasm of hCMFs (Figs. 11F–J) but not in hCSFs (Figs. 11A–E) revealed involvement of MXRA5 protein in corneal fibrosis, as well as co-localization of αSMA (red) and MXRA5 (green) protein expression in donor fibrotic human cornea (Figs. 12E–H) and its absence in normal (non-fibrotic) human cornea (Figs. 12A–D). Furthermore, these data revealed involvement of MXRA5 in corneal fibrosis.

**Figure 11.**
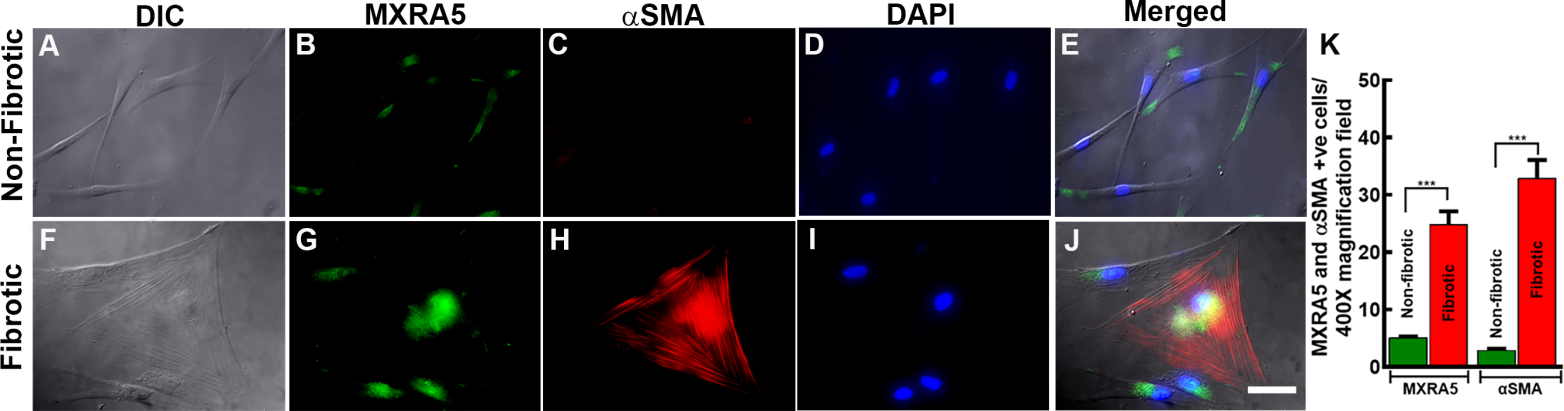
Double immunofluorescence staining results for αSMA and MXRA5 in non-fibrotic and fibrotic corneal stromal cells. (**A**–**E**) Non-fibrotic cells. (**F**–**J**) Fibrotic cells. Panel **A** shows a differential interference contrast (DIC) image depicting the general morphology of non-fibrotic cells, and panel **F** shows fibrotic cells. Panels **B** and **G** display the immunofluorescence images for αSMA (*red*), which is absent in non-fibrotic cells but clearly expressed in fibrotic cells. Panels **C** and **H** show the immunofluorescence images for MXRA5 (*green*), indicating its expression in both cell types but with higher expression in fibrotic cells. Panels **D** and **I** display DAPI staining (*blue*) marking the nuclei of the cells. Panels **E** and **J** are merged images combining αSMA, MXRA5, and DAPI. The comparison highlights the elevated expression of MXRA5 in fibrotic cells, as indicated by the more intense *green fluorescence* in panels **H** and **J**. (**K**) The quantification revealed significant (*P* < 0.001) increase in expression of MXRA5 and αSMA in corneal stromal fibrotic cells compared to non-fibrotic cells. *Scale bar*: 40 µm.

**Figure 12.**
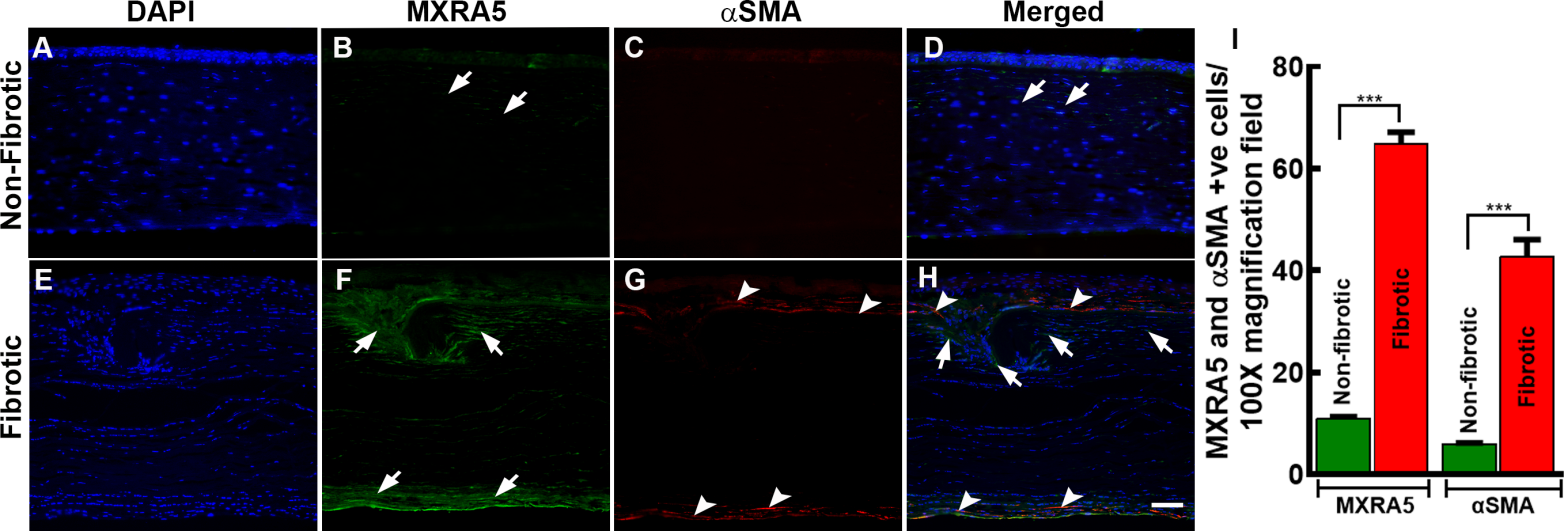
Immunofluorescence staining of non-fibrotic and fibrotic corneal tissues from human subjects. (**A**–**D**) Non-fibrotic tissue with DAPI staining for nuclei (*blue*, **A**), MXRA5 staining (*green*, **B**, *arrows*), minimal αSMA staining (*red*, **C**), and a merged image (**D**) highlighting colocalization of MXRA5 with nuclei (*arrows*). (**E**–**H**) Fibrotic tissue with DAPI staining (*blue*, **E**), increased MXRA5 expression (*green*, **F**, *arrows*), enhanced αSMA expression (*red*, **G**, *arrowheads*), and a merged image (**H**) showing colocalization and increased expression of MXRA5 (*arrows*) and αSMA (*arrowheads*) in fibrotic regions. (**I**) The quantification revealed a significant (*P* < 0.001) increase in MXRA5 and αSMA positive cells in human corneal fibrotic tissue compared to non-fibrotic tissue. *Scale bar*: 100 µm.

## Discussion

This RNA-seq study identified 20,269 gene annotations and significantly modulated 3843 DGEs, 816 upregulated genes, 739 downregulated genes, four critically enriched pathways, and PPI networks in hCSFs and hCMFs, thus providing valuable new insights into molecular events during corneal wound healing. Additionally, this study, for the first time to the best of our knowledge, to the best of our knowledge, identified expression of the *MXRA5* gene in human corneal stroma and its role in corneal fibrosis and the involvement of *POSTN* and *COL5A1* genes in human corneal stromal cell modulation.

The non-ocular literature reveals the expression and functional role of *MXRA5* in TGFβ1-driven fibrotic processes and ECM modulation.^52^^–^^54^ This study detected low *MXRA5* mRNA and protein expression in hCSFs and normal human cornea but significantly increased levels in hCMF and fibrotic cornea (Figs. 11, 12), thus revealing its role in corneal fibrosis development. Furthermore, this novel observation led to the suggestion that *MXRA5* can potentially serve as an attractive target to regulate TGFβ1-induced pathological events in the cornea. The specific function of *MXRA5* in corneal wound healing is still unknown. Apart from the *MXRA5*, increased expression of *POSTN* (rank 5) and *COL5A1* (rank 10) genes was observed in hCMFs during RNA-seq analysis and qRT-PCR (Table 4, Fig. 10). *POSTN* regulates cell attachment/dispersion, fibronectin matrix, lysyl oxidase, and limbal stem cells.^34^^,^^35^ Such reports suggest that POSTN may play a role in maintaining corneal integrity; however, its functional role in corneal healing is still poorly known. Likewise, the functional role of COL5A1, a fibrillar-forming collagen, in corneal stroma remains elusive, despite the fact that it can interact with heparan sulfate, thrombospondin, and heparin and influence cell adhesion and migration.^40^ Furthermore, the current study found significant changes in *WNT4*, *αSMA*/*ACTA2*, *AQP1*, *NOX4*, *TLL2*, *LMCD1*, *PMEPA1*, *LANCL2*, *PTX3*, and many other genes (Fig. 8, Table 4) that are shown to affect TGFβ1 signaling, myofibroblast formation, reactive oxygen species production, inflammation, or ECM formation/remodeling in several non-ocular tissues^55^^–^^60^; however, their precise role in corneal stromal healing has not yet been fully explored.

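Of these 9 genes, 8 were upregulated in hCMFs compared to hCSFs and PTX3 was downregulated, and each passed the threshold in every fit with 1 library left out that tested it. WNT4 was not tested with an hCMF library left out, since the filter then removed it. LMCD1, on chromosome 3 from 8543493 to 8616354, rose from 12.2 ± 2.24 to 279.9 ± 20.5 CPM (SD, n = 4 each), with a log2(FC) of 4.51 (SE 0.17, adjusted p = 8.24e-06 from edgeR). LANCL2, on chromosome 7 from 55433030 to 55501430, rose from 30.5 ± 2.41 to 257 ± 13.5 CPM (SD, n = 4 each) with the same adjusted p, and PMEPA1 shared it too. Of the 8 genes with counts in every library, AQP1 had the largest log2(FC), at 6.70 (SE 0.37, adjusted p = 4.72e-05 from edgeR), followed by NOX4 at 5.77 (SE 0.30) and TLL2 at 5.30 (SE 0.27). WNT4, on chromosome 1 from 22443806 to 22470462, was listed at 0 in every hCSF library and had 431, 127, 428 and 266 counts in the hCMF libraries (adjusted p = 7.57e-04 from edgeR), at least 99.8-fold higher. ACTA2 rose from 86.4 ± 42.6 to 1418 ± 291 CPM (SD, n = 4 each). PTX3 fell from 237 ± 34.6 to 7.71 ± 1.26 CPM (SD, n = 4 each), a log2(FC) of −4.95 (SE 0.19, adjusted p = 8.97e-06 from edgeR).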

Another notable finding of this RNA-seq study is exposing a dominant role of genes associated with EMT, mTORC1 signaling, TGFβ signaling, and angiogenesis in corneal stromal fibroblast differentiation to myofibroblast (Figs. 5–8). These data highlight a distinct shift in cellular mechanisms and signaling pathways during myofibroblast formation, consistent with earlier reports. Also, the PPI networks constructed from these enriched pathways show interactions and functional convergence of the pathways, serving as a testament to the complexity of corneal wound healing and highlighting the multifaceted roles of various signaling pathways in this process.

This study provides valuable new information regarding genes linked to corneal fibroblast differentiation, but it has some limitations. These include not fully addressing the impact of biological variables such as sex, age, and race; usage of human corneas from donors between 46 and 76 years old; a single dose of TGFβ1; primary cultures generated from multiple donors; and the use of 10% fetal bovine serum to obtain primary hCSF cultures. Our future studies will address these limitations by employing a larger and more diverse cohort of donors from different demographics. Also, additional research employing a broader range of TGFβ1 concentrations and serum conditions will help to better understand the spectrum of corneal stromal cellular responses in corneal wound healing and fibrosis.

In summary, this study provides a comprehensive analysis of gene count, DGE, pathways, PPI networks, and the top genes influencing corneal fibroblast differentiation to myofibroblasts. The genetic landscape governing the differences between corneal fibroblasts and myofibroblasts offers a deeper understanding of molecular dynamics of corneal wound healing and suggests potential targets for developing strategies to treat corneal fibrosis and restore vision.

## Supplementary Material

Supplement 1

Supplement 2

Supplement 3

Supplement 4

# Supplementary material for: RNA-Seq Analysis Unraveling Novel Genes and Pathways Influencing Corneal Wound Healing
**Source:** Invest Ophthalmol Vis Sci. 2024 Sep 6;65(11):13. doi: 10.1167/iovs.65.11.13
**Supplement:** Supplement 1

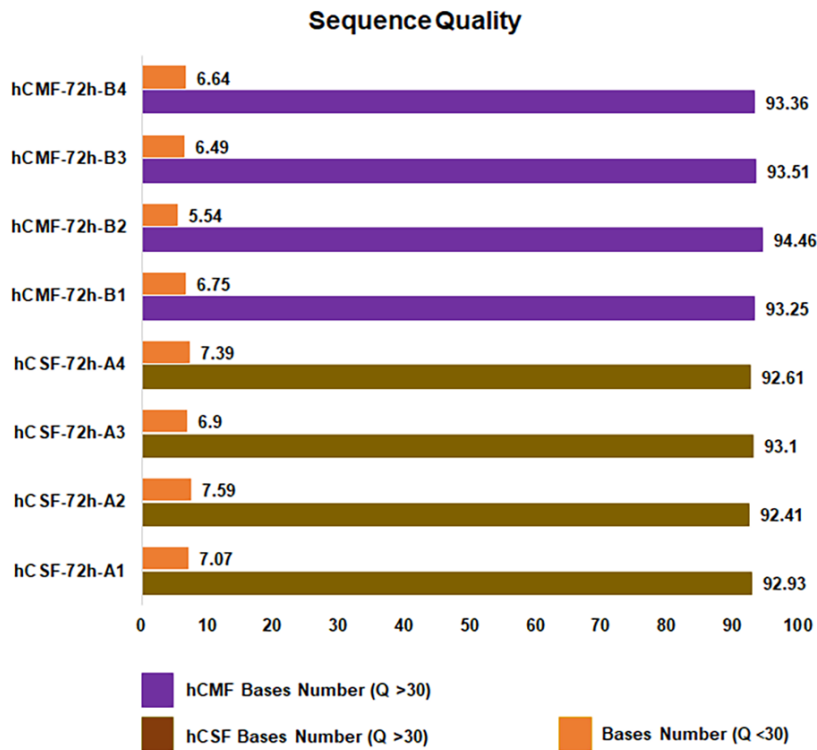

**FIGURE S1.** Graphical representation of the quality scores of the hCMF and hCSF sequences. The percentage of the number of bases with  $Q>30$ , showing good quality across the sequences.

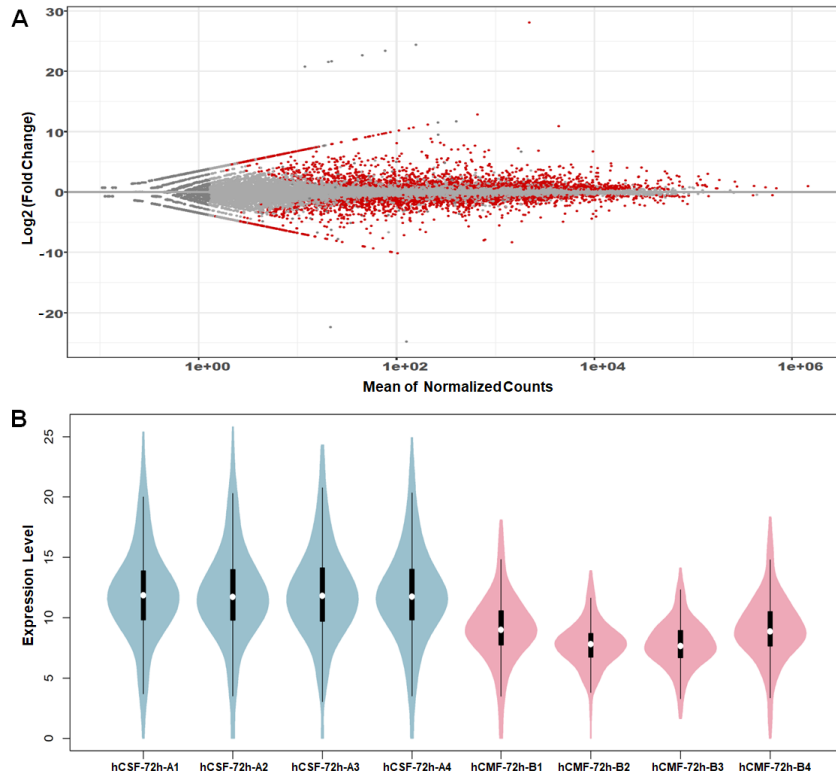

**FIGURE S2.** Comparative analysis of gene expression in the hCMF and hCSF types. (A) MA plot of the  $\log_2(\text{FC})$  (M-value) and average expression (A-value) showing changes in gene expression in hCMF compared to hCSF. (B) Violin plot showing difference in gene expression level between the hCMF and hCSF cell types.

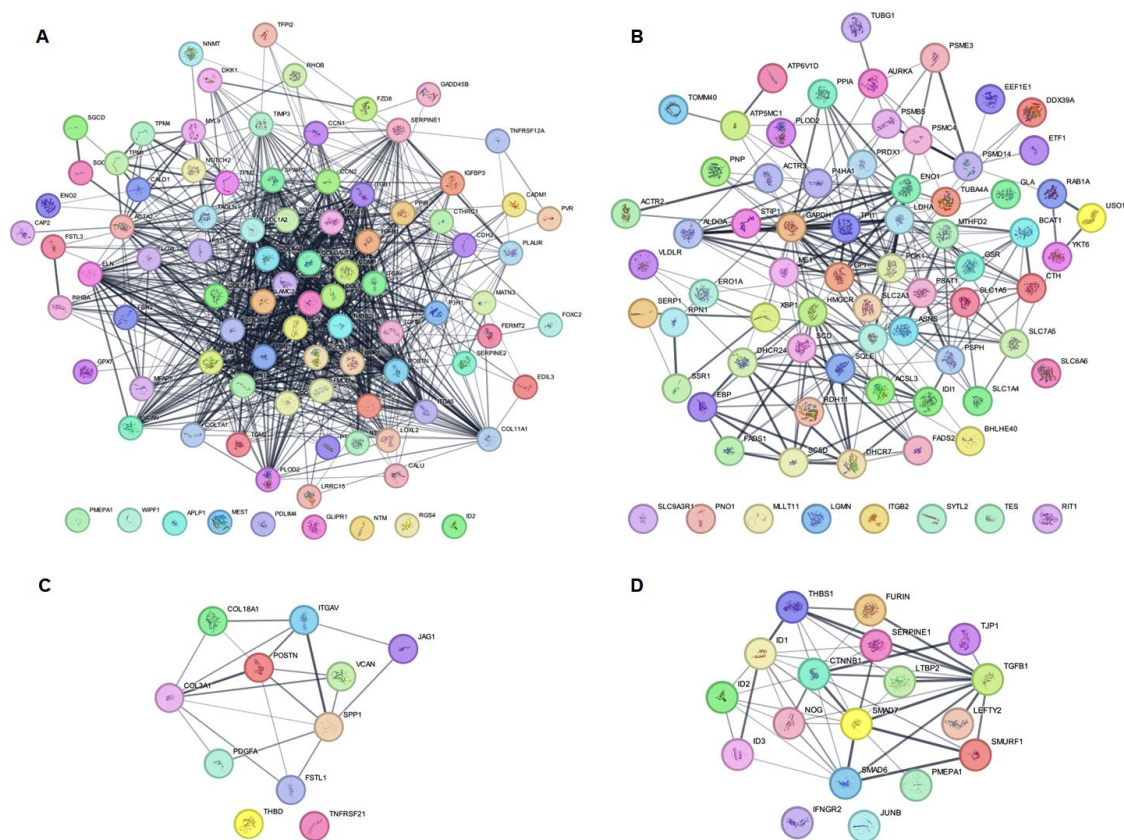

**FIGURE S3.** The protein networks for four critical signaling pathways based on core enrichment data from gene set enrichment analysis. (A) EMT network depicting key proteins and interactions involved in epithelial-mesenchymal transition. (B) mTORC1 signaling network, showing protein that may be involved in the regulation of cellular growth and metabolism. (C) Angiogenesis network, emphasizing proteins that mediate new blood vessel formation, crucial for tissue growth and repair. (D) Showing the TGFβ signaling protein network.

How the deposited data were processed for this re-analysis (not part of the article)

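RNA of human corneal stromal fibroblasts (hCSFs), kept for 72 hours in serum-free medium, and of hCMFs, made from them with TGFβ1 at 5 ng/mL, was sequenced by the authors in 4 libraries per cell type. A further 4 libraries of hCSFs in medium with 10% serum, mapped from the sample labels alone, were compared with the other groups only in the observations after the article. They also entered the TMM scaling of the CPM levels, the genes behind the median counts, and the fits on all 12 libraries.

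The deposited values are estimated counts per gene symbol, which the authors made by trimming with Cutadapt, alignment to GRCh37 with HISAT2 and quantification with StringTie. The tables are described as normalized counts, but their values are whole numbers, and their sums differ between libraries and follow the read pairs of Table 3 apart from hCMF replicate 4. They were therefore treated as estimated counts without scaling. The design written before the data were examined had assumed normalized values and limma on a log2 scale. The count test was used instead, and limma became an alternative. All alternatives that had been set then were kept, and limma with pseudocounts of 1, 0.1 and 10, DESeq2 on all 12 libraries, offsets for GC content and transcript length, the rank metric on TMM-scaled counts, and leaving out libraries for the correlation of effects, for the genes listed at 0 and for the lists other than those of Supplementary Table S2 were added later.

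The sum of counts was 35494452 to 50740853 in the 8 libraries of hCSFs and hCMFs and 44961719 to 50937945 in the libraries with serum. These sums were used as depth. Because 1 estimated count is not 1 read pair, no counting interval was computed, and precision was taken from the 4 replicates. For a gene listed at 0 in every library of a group, 3 counts per library were taken as the limit, which covers counting error only.

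Counts were rounded to whole numbers, which changed none of them. Genes with at least 10 counts in at least 4 libraries were kept. Each of the 3 comparisons was fitted on its own 8 libraries with TMM scaling and the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a log2(FC) was derived from the log2(FC) and the F statistic. Genes named by the paper that the filter removed were tested without it. DESeq2 1.42.0 and limma 3.58.1 were used for alternatives, and camera and fry of limma for gene lists, with a preset correlation between genes of 0.01 in camera. Medians of lists were set beside 10000 random lists of the same size matched on mean count. Library measures were compared by exact permutation tests, 2-sided.

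On counts simulated for hCMFs compared to hCSFs with 200 changed genes, the quasi-likelihood test on 15406 genes called 72 of the changed genes (36%) and 0 of the unchanged ones, with a median error of the log2(FC) of −0.021. DESeq2, on 15997 genes, called 147 of the changed genes (73.5%) and 62 unchanged ones. Limma with pseudocount 1 called 76 of the changed genes (38%) and 0 unchanged ones. These shares hold for 200 changed genes and need not hold where more genes change.

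Alternatives set before the data were examined were no filter, a mean count of at least 100, median-of-ratios scaling, scaling to the same sum, a fit on all 12 libraries, a fit without a trend, DESeq2, the replicate number as a term, and each replicate left out in turn. For the lists they were fry and camera with an estimated correlation, for the rank metric a log2 transform, and for the genes listed at 0 other limits on the highest library.

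Genes were named by a rule fixed at the same time. It covers every gene of the paper's results, Tables 1, 4 and 5 and discussion, the genes of the lists, and for each comparison the 5 genes with the largest fitted rise and the 5 with the largest fitted fall among those with an adjusted p-value under 0.05, a mean of at least 100 counts in the higher group and no overlap between groups. The lists were those of Supplementary Table S2, Table 4, Table 5, the subnetworks of Fig. 9, the genes of the discussion, the genes of the qRT-PCR, markers of fibroblasts and myofibroblasts, insulin-like growth factors, collagens, the ATR complex, cyclins A and B, kinetochores, proliferation, keratocytes, corneal endothelium, corneal epithelium and leukocytes.

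Positions and transcript lengths came from the GENCODE annotation on GRCh37, in which 19351 of the 24647 symbols were found. The strand used in counting is not stated, so overlapping and antisense genes, and genes with near-identical copies, are uncertain. The PANTHER and Reactome sets and the full hallmark sets were not used here, nor were images and qRT-PCR values. Supplementary Table S1 was used in part.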

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

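Chosen only after results were seen were the test of the share of read pairs mapped and the offsets for GC content and length. A sample far from the other 3 of its group was sought with Dixon's ratio, which chance alone puts above its critical value in about 5% of groups. It was above it in 2 of 64 groups of gene levels and in 1 of 19 groups of library measures.

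In hCMF replicate 4, mitochondrially encoded genes took 2.96% of the counts, and the paper's Table 3 lists 1.51% for this library. The ratio of both shares was 1.96 here and 1.12 to 1.30 in the other 7 libraries, and Dixon's ratio for the hCMFs was 0.84. This library also had 1.42 counts per read pair of Table 3, against 2.18 to 2.34 in the other hCMF libraries, which is 0.62 of their mean. A low share of mapped pairs was tested as a cause and is argued against, since its mapped share in Table 3 was 0.934 of the others' mean. A candidate explanation that was not tested is that the table's line for this library and the deposited counts come from different sets of reads. No biological explanation was tested.

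C4orf26 stood out in both cell types. In hCSFs it had 19 counts in replicate 1 and 0 in the other 3, which gives a Dixon's ratio of 1 by construction. In hCMFs its counts were 13359, 2701, 11768 and 9013, and the ratio of the scaled levels was 0.871, from the low value of replicate 2. With each library left out in turn, edgeR's adjusted p stayed at or under 0.00432. Its log2(FC) of 10.83 was 16.12 without hCSF replicate 1, so the fitted size rests on the 19 counts of that library. No technical or biological explanation of these single libraries was tested.

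The paper does not report on the hCSFs kept in serum. In them, 4107 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test compared to hCSFs without serum, 2239 higher and 1868 lower. Only 1 of the 35 splits of these 8 libraries gave as many genes, the real one, and the next largest number was 6. The sums of counts were higher with serum in 4 of 4 libraries (exact permutation test, 2-sided, p = 0.0286, adjusted 0.0857 over 15 comparisons), but after thinning every library to the smallest, 96.72% of the calls held in the same direction. Without the 10 highest genes of each library 99.83% held, and with offsets for GC content and length 75.97%, so these explanations account for at most part of the calls. Proliferation was tested as a biological explanation. The 13 genes of its list had a median log2(FC) of 2.21, outside the range of −0.34 to 0.51 that holds 95% of random lists, all 13 were higher and 10 were called. Random lists do not carry the correlation between these genes. Camera gave p = 2.52e-07 with its preset correlation and fry 0.0013, but camera with the correlation estimated from the libraries gave 0.121. Of these 13 genes, 5 are also in the lists for cyclins and kinetochores. Serum may have raised proliferation, but the list as a whole did not pass that last test. This was tested on these libraries alone and stays a hypothesis.

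Between hCMFs and hCSFs in serum, 3875 genes had an adjusted p-value under 0.05 in edgeR's test, 1934 higher and 1941 lower in hCMFs. Again 1 of the 35 splits gave as many, and the next largest number was 10. Of these calls, 97.2% held in the same direction after thinning, 97.8% without the 10 highest genes and 88.5% with the offsets. TGFβ1 and serum both differ between these groups, so their effects are not separated.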

How the results depend on the processing

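DESeq2 on all 12 libraries, the GC and length offsets, the rank metric on TMM-scaled counts, and leaving out libraries for the correlation, for the genes listed at 0 and for the lists of named events and cell types were chosen only after results were seen. Limma, first set as the test for normalized values, became an alternative once the values were seen to be counts. Of the named genes, 70 in hCMFs compared to hCSFs and 20 in the serum comparisons were followed one by one. Only IGF2R, not called, changed its direction under an alternative run for it. Its log2(FC) of 0.05 was −0.14 under scaling to the same sum. Single libraries changed it too. In the list of insulin-like growth factors, 7 of 10 genes were higher in hCMFs, and 6 without hCSF replicate 3 or 4. Without hCMF replicate 2 or 3, 5 of 9 were higher, against 6 of 9 without hCMF replicate 1 or 4. No Supplementary Table S2 list changed its direction. The genes of the other lists were otherwise followed as lists. The kinetochore, cyclin and proliferation lists, not called, had medians of −0.60, −0.21 and −0.22 in hCMFs compared to hCSFs, and of 0.24, 0.39 and 0.32 without hCSF replicate 3. Without hCMF replicate 3 they were −0.37, 0.03 and 0.04. Of the 12 kinetochore genes, 0 were higher in hCMFs in edgeR's test, 1 under median-of-ratios scaling and 8 without hCSF replicate 3. In the serum comparison with hCSFs, the medians of the Table 4 list and of the subnetworks, 0.05 and 0.08, were −0.04 and −0.01 under scaling to the same sum, and ranged from −0.10 to 0.16 and from −0.01 to 0.11 without any 1 library.

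For hCMFs compared to hCSFs, 2391 genes had an adjusted p-value under 0.05 in edgeR's test. DESeq2 gave 3600 genes, 1884 of them upregulated, and DESeq2 on all 12 libraries gave 3823, with 2009 upregulated and 1814 downregulated. The same genes were called by DESeq2 in all 2391 cases. On simulated counts with 200 changed genes, DESeq2 called 147 of these and edgeR 72. DESeq2 also called 62 unchanged genes there, and edgeR 0. With so few changed genes in the simulation, these numbers need not carry over to the libraries. Scaling to the same sum gave 1900 downregulated genes in place of 1166. It shifts the median log2(FC) of all genes by construction, to −0.20 here, and 2107 of the 2391 calls held in the same direction. The other alternatives on 8 libraries without the replicate number gave 1920 to 3142 genes. Beyond a log2(FC) of 1.5, 1074 genes were called, and with a mean count of at least 100, which tests fewer genes, 639 were called (345 upregulated, 294 downregulated). DESeq2 gave 850 upregulated and 738 downregulated genes there in place of 568 and 506, and DESeq2 on all 12 libraries gave 816 and 767. For these other counts the cause was not tested. More genes were upregulated than downregulated, 1225 against 1166 and 568 against 506 beyond 1.5. This order changed under scaling to the same sum (941 against 1900, and 491 against 694), with a mean count of at least 100 (946 against 974) and in limma with a pseudocount of 1 (1279 against 1284) or 10 (1336 against 1393). It also changed without hCMF replicate 3 (938 against 945). Beyond 1.5 it changed without each of hCMF replicates 1 to 4 (436 against 496, 411 against 516, 429 against 494 and 424 against 463). With the filter on low counts removed as well, the order beyond 1.5 held in those fits (529 against 478, 532 against 507, 521 against 488 and 507 against 439).

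Leaving out each library in turn, 1581 to 2421 genes were called, with 833 to 1214 upregulated and 723 to 1207 downregulated, the lowest total and the lowest number of downregulated genes being those without hCSF replicate 2. Beyond 1.5 the ranges were 886 to 955 in all, 411 to 548 upregulated and 383 to 516 downregulated. In the serum comparison with hCSFs they were 2827 to 3352 genes, against 4107, and in hCMFs compared to hCSFs in serum 2708 to 4242, against 3875. The largest numbers, 2421 and 4242, were both without hCMF replicate 2, so a smaller number of libraries does not account for every change. The filter still asks for 4 libraries, so a gene at 0 in every library of 1 cell type could not pass it without a library of the other. Without any 1 hCMF library, 411 to 436 genes were upregulated beyond 1.5 with the filter and 507 to 532 without it, against 598 without it in all 8 libraries. Without any 1 hCSF library, 383 to 407 were downregulated beyond 1.5 with the filter and 398 to 442 without it, against 513.

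The replicate block, in which the replicate number is a term, called 980 genes for hCMFs compared to hCSFs (517 upregulated, 463 downregulated), 710 beyond 1.5 (375 and 335) and 2055 genes in the serum comparison with hCSFs. The paper does not state what a replicate number marks, and the libraries gave no sign that the numbers pair them. Deviations from the group means of same-numbered hCSF and hCMF libraries had correlations of −0.213 to 0.0851, and those of differently numbered libraries −0.163 to 0.2. The block uses 3 degrees of freedom, and on simulated counts it called 0 of 200 changed genes. Those counts held no replicate effect and few changed genes, which makes the adjusted threshold stricter than in the libraries. The simulation therefore does not give the power of the block there, where it called 980 genes. It changed the calls of 11 named genes to not called and of 1 to called, and 963 of the 2391 calls held.

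Of the 70 named genes in hCMFs compared to hCSFs, 56 were called, and 50 of these were called in every other fit that tested them apart from the replicate block. None of the called genes reversed. COL1A1 was lost without a filter (adjusted p from edgeR 0.0601), with a mean count of at least 100 (0.0541), under scaling to the same sum (0.102) and in 7 of the 8 fits that left out 1 library, all but that without hCSF replicate 2, and its adjusted p over the alternatives ranged from 0.00249 to 0.104. Leaving out 1 library changed calls in 12 genes, 6 to not called and 6 to called. Of the 20 named genes of the serum comparisons, only SLC35E2B changed. Its adjusted p was 0.0294 from edgeR, 0.0586 to 0.0908 in limma, 0.0693 to 0.0724 without any 1 serum library and 0.147 under the replicate block, and its log2(FC) of −5.26 was −2.11 without hCSF replicate 4.

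The camera tests of the lists in hCMFs compared to hCSFs held in all settings, which the selection of these genes on the same libraries favours, and their medians without any 1 library ranged from 1.70 to 1.85 for EMT, from 0.56 to 0.66 for mTORC1, from 1.98 to 2.42 for angiogenesis and from 1.42 to 1.61 for TGFβ. For serum compared to hCSFs, camera with an estimated correlation lost the EMT list (median log2(FC) 0.27, p 0.17), the mTORC1 list (0.19, p 0.283) and the TGFβ list (0.77, p 0.11), while fry kept them. Without a filter the TGFβ median was 0.42. Without any 1 library, the 3 medians ranged from 0.19 to 0.32, from 0.13 to 0.26 and from 0.46 to 1.00. The lowest were those without hCSF replicate 3 for EMT, without serum replicate 4 for mTORC1 (0.13) and without serum replicate 3 for TGFβ (0.46), and the calls of camera held. The angiogenesis list, not called, ranged from 0.05 without hCSF replicate 4 to 0.30.

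Spearman's rho of the rank metric was 0.962, and 0.750 after a log2 transform, which changes the ratio by construction. On TMM-scaled counts it was 0.988. It ranged from 0.892 to 0.950 without any 1 library, lowest without hCMF replicate 2. The correlation of effects, 0.327, ranged from 0.275 without hCMF replicate 2 to 0.374 without hCSF replicate 1, and the cause was not tested. Genes listed at 0 in part of a group numbered 195 in hCSFs, 181 in hCMFs and 177 with serum. With the highest library at 1000 or more they were 39, 39 and 53, and at 20 or more 530, 575 and 534, which the limit itself explains. With 1 library left out they ranged from 120 to 159, from 118 to 140 and from 101 to 143, lowest without hCSF replicate 4, hCMF replicate 1 and serum replicate 2.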

Differences from the paper's values

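DESeq2 on all 12 libraries and the GC and length offsets were chosen only after the values were seen. Limma, first set as the test for normalized values, was made an alternative after the values were seen to be counts. The paper's values below are marked as the paper's.

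The paper reports 3843 changed genes, and edgeR's quasi-likelihood test gave 2391. Among the alternatives set before the data were examined, scaling to the same sum (2841), the fit on all 12 libraries (2881) and DESeq2 (3600) come within 1.5 times of the paper's number. The others, from 980 to 2421, do not. DESeq2 on all 12 libraries, chosen after seeing the values, gave 3823, and the offsets (3142), chosen at the same stage, and limma with pseudocounts of 1 (2563) and 10 (2729), made an alternative after seeing the values, also come within 1.5 times. The paper's methods name DESeq2.

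For FN1, the paper's Table 4 gives a fold change of 2.93, and edgeR gave 1.93. A fold change met the criterion if it was within 1.5 times of the paper's, or nearer to it than its SE. Of the alternatives set before the data were examined, median-of-ratios scaling (1.96), DESeq2 (1.96) and the fits without hCSF replicate 1 (2.01), hCSF replicate 2 (1.99) and hCMF replicate 1 (2.03) come within the criterion, and the others do not. Of those chosen after seeing the values, DESeq2 on all 12 libraries, at a log2(FC) of 0.97, and the offsets, at 1.02, do for FN1. The paper's Supplementary Table S1 lists this change of FN1 as a log2(FC) of 1.55, against 0.95 here and 0.97 with DESeq2. The settings that come within the criterion for the fold change therefore still lie below the paper's value on both scales.

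For COL1A2 the paper's fold change is 2.26, against 1.50. No filter (1.51), median-of-ratios scaling (1.53), the replicate block (1.51), the fit on all 12 libraries (1.51), DESeq2 (1.53) and the fits without hCSF replicate 2 (1.64) or hCMF replicate 1 (1.53), 2 (1.57) or 4 (1.54) come within the criterion, and the others do not. All of these were set before the data were examined. Values from 1.51 to 1.64 met the criterion and 1.50 did not, so most of these settings come little nearer to the paper's value. All of them stay below 2.26, and the gap is not explained by a setting. Chosen after seeing the values, DESeq2 on all 12 libraries (log2(FC) 0.62) and the offsets (0.66) also come within the criterion for COL1A2, as does limma (0.59), made an alternative at that stage. COL1A1 came within the criterion in the main test, but its fold change was 1.68, against the paper's 2.27. DESeq2 gave 1.71 for COL1A1. The alternatives set before the data were examined ran from 1.48 to 1.89, all below the paper's value.

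For THBS1 the paper's fold change is 4.93, against 1.96. None of the alternatives set before the data were examined, from 1.72 to 2.08, closed the gap. Supplementary Table S1 lists the paper's log2(FC) of 2.30 for THBS1, against 0.97 here and 1.00 with DESeq2, and none of these alternatives closed that gap either.

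Supplementary Table S1 also lists AC027307.1 at −5.13 and AC132872.1 at 3.00. Here AC027307.1 had 1.62 without the filter on low counts and 0.73 with DESeq2, and AC132872.1 had −1.04 and with DESeq2 −1.02. None of the alternatives set before the data were examined that tested them closed these gaps.

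For TGFB1 the paper's rank metric is 1.256 (Supplementary Table S2), and the ratio here was 3.07. No alternative set before the data were examined gave a value for single genes. On TMM-scaled counts, chosen after seeing the values, it was 3.06.

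The paper's Table 3 lists 1.51% of reads of hCMF replicate 4 as mitochondrial, and 2.96% of the deposited counts were. No alternative applied to this value. The median expression in hCSFs is about 12 in Supplementary Fig. S2B, read by eye from an axis without a unit, and the log2 of the median count was 8.55. No alternative applied to it.

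The paper states that MXRA5 was expressed in hCSFs, at a low level, and raised in hCMFs. Besides RNA-seq, the paper bases this on qRT-PCR and on immunofluorescence of cells and corneas, which were not examined here. In the deposited counts MXRA5 was listed at 0 in all 4 hCSF libraries. Without the filter, edgeR gave an adjusted p of 0.133. DESeq2 called MXRA5 (adjusted p 6.99e-15), as did DESeq2 on all 12 libraries (2.61e-13), which was chosen after seeing the values. Over all alternatives the adjusted p of MXRA5 ran from 6.99e-15 to 0.217.

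The paper lists KIAA1644, SH3PXD2A, COL1A2 and FMOD as changed, and edgeR did not call them. KIAA1644, at an adjusted p of 0.0516 without the filter, was called with a mean count of at least 100 (0.0492), by DESeq2 (0.00120), by DESeq2 on all 12 libraries (1.21e-04) and without hCMF replicate 2 (8.00e-04). SH3PXD2A, at 0.0521, was called under scaling to the same sum (0.0437), by DESeq2 (0.00221), by DESeq2 on all 12 libraries (0.00450), with the offsets (0.0424), without hCSF replicate 1 (0.0386) or 4 (0.0355), and under the replicate block (0.0063). COL1A2, at 0.0508, was called under median-of-ratios scaling (0.0437), the fit on all 12 libraries (0.0133), the fit without a trend (0.0425), DESeq2 (0.0192), limma (0.0308 to 0.0402), DESeq2 on all 12 libraries (0.00201), the offsets (0.0108), and without hCSF replicate 2 (0.0362) or hCMF replicate 2 (0.0498). FMOD, at 0.0541, was called by DESeq2 (0.0126), DESeq2 on all 12 libraries (0.0273) and without hCMF replicate 1 (0.0275). Apart from the replicate block, the highest adjusted p over the alternatives was 0.111 for KIAA1644, 0.163 for SH3PXD2A, 0.134 for COL1A2 and 0.130 for FMOD. THBS2, which the paper's Table 4 marks as not significant, had an adjusted p of 0.187 in edgeR's test and was called by DESeq2 alone (0.0364), with values up to 0.304 for THBS2 in the other alternatives.

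Table 5 pairs KIAA1644 with ZNF638 and C10orf105 with DMXL2. The annotation used here lists KIAA1644 as SHISAL1 on chromosome 22 and C10orf105 on chromosome 10.

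The paper names MTOR and SMAD3 in its subnetworks without a fold change. Here edgeR did not call MTOR (adjusted p 0.143) or SMAD3 (0.0538), and SMAD3 was lower in hCMFs, at −1.05. MTOR was called by DESeq2 on all 12 libraries (0.0393), chosen after seeing the values. SMAD3 was called with a mean count of at least 100 (0.0493), under scaling to the same sum (0.0308), in the fit on all 12 libraries (0.0377), by DESeq2 (0.0227), by DESeq2 on all 12 libraries (0.0163), with the offsets (0.0253) and without hCSF replicate 4 (0.00919), each time as lower. Apart from the replicate block, the highest adjusted p over the alternatives was 0.258 for MTOR and 0.133 for SMAD3.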

Other observations

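Tests of MXRA5 for failed estimates, neighbouring genes and replicates 2 and 3, of the 10 highest genes in hCMFs, of the shared axis and of whole-number symbols, and leaving out libraries for the list medians, were chosen only after the result was seen. The offsets for GC content and transcript length, DESeq2 on all 12 libraries and limma as an alternative were also added after values were seen. The count test of edgeR replaced limma at that stage. The other tests were set before.

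The comparison of hCMFs with hCSFs gave 2391 genes, and 1 of the 35 splits of the 8 libraries gave as many, the real one, while the next largest number was 8. Beyond a log2(FC) of 1.5, with 1074 genes, it was also 1 of 35. Technical explanations were weighed. After thinning to the smallest library 97.85% of the calls held in the same direction, without the 10 highest genes 98.45% and with offsets for GC content and transcript length 95.52%, which argues against depth, a few genes and GC content or length as the cause of most calls. The comparison was set by the design. TGFβ1, which the design names, is left as the explanation of most calls, a hypothesis tested on these libraries alone.

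MXRA5 was at 0 in 2 of the 4 hCMF libraries. Reads counted under a neighbouring gene are argued against, since the largest excess in replicates 1 and 4 of a gene within 300 kb was 5 counts (LINC01546). Estimates that fail in single libraries are a candidate explanation. In all, 384 genes were listed at 0 in some library of a group and at 100 or more in another, where counts drawn with the fitted spread gave 0 to 2. Their median transcript length of 4271 nucleotides, known for 82.8% of them, lay above the range of 3356.5 to 4035.5 that holds 95% of random lists matched on mean count. A difference between replicates 2 and 3 and replicates 1 and 4 may also play a part. Of 19 other genes at 0 in 2 hCMF libraries and at 100 or more in the other 2, 7 were above 0 in replicates 2 and 3 alone (exact binomial test, 1-sided, p = 0.0281), and the other 5 ways had 0 to 5 genes. A biological difference between replicates was not tested.

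Deviations of the libraries from their group means shared an axis with 23.4% of the variance. It ran from hCSF 1 and 2, hCMF 2 and 3 and serum 1 and 4 to the other libraries, and followed transcript length with a Spearman's rho of 0.341 and GC content with −0.0398. Transcript length was known for 89.1% of the genes. Removing each library's GC and length trends left a first axis with 22.8%, so such trends account for little of this share. Whether that axis still follows transcript length was not examined, so a cause tied to length is not excluded. In each of the 3 comparisons, the split with the next largest number of genes followed this axis. It joined hCSF 1 and 2 with hCMF 2 and 3 (8 genes) or with serum 1 and 4 (6 genes), and hCMF 1 and 4 with serum 2 and 3 (10 genes). The splits use the same libraries and are no independent evidence. A batch of libraries could be behind the axis, which was not tested.

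Of the 24647 gene symbols, 22 are whole numbers from 44986 to 45261, and the highest count among them was 61448. All 22 are day numbers of March, September or December of 1 year, and no symbol of such a month with a number is left. A conversion of gene symbols to dates in a spreadsheet is therefore a likely source. These genes keep their counts but not their names.

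Serum and TGFβ1 effects on hCSFs were correlated across 15592 genes (Pearson's r 0.327, Spearman's rho 0.345). Both comparisons share the hCSF libraries. Unchanged groups simulated against them gave a mean r of 0.0739, from 0.033 to 0.14 in 20 draws, and a mean rho of 0.00892. These groups were drawn around the means of the same hCSF libraries, which removes the error that both comparisons share. The simulation therefore cannot show how much of the correlation comes from sharing these libraries, and no common effect is inferred. Genes are not independent replicates. The shared libraries also favour the same direction among genes called in both. Of 990 such genes in edgeR's test, 759 went in the same direction. Of the rest, 118 were up in hCMFs and down with serum, and 113 the reverse.

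With serum, the largest fitted changes by the fixed rule among the 3445 genes that met its conditions were rises of ANGPTL4, DLX2, LINC00473, ANXA10 and HAS1 and falls of GOLGA8B, USP32P2, SLC35E2B, C10orf105 and MT1G. ANGPTL4 was listed at 0 in every hCSF library and at 294, 347, 205 and 429 with serum, at least 90.2-fold higher. DLX2 had a log2(FC) of 7.40 (SE 0.99, adjusted p = 0.00211 from edgeR) and GOLGA8B of −8.83. GOLGA8B, USP32P2 and SLC35E2B have near-identical copies, and their counts are uncertain. In hCMFs compared to hCSFs in serum, 3138 genes qualified. Chance alone keeps 4 libraries apart from 4 others in 2.86% of genes not selected by a test, so this share is no test of either number. KIF4A, with 1604, 1599, 1182 and 1013 counts with serum, was listed at 0 in every hCMF library and at least 384-fold lower. LINC01085, RIPOR3, GDF5 and KCNS2 were also lower, and PLCB4, ST6GAL2, WNT4, LEFTY2 and KLK4 were higher. PLCB4 had 3198, 1078, 1739 and 2868 counts in hCMFs and 0, 0, 0 and 1 with serum, and ST6GAL2 was at least 236.6-fold higher. The bounds for ANGPTL4, KIF4A and ST6GAL2 hold only where the zeros are true low counts. KIF4A had 0, 0, 0 and 161 counts in hCSFs without serum, so its zeros may stand for estimates that failed.

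Compared to hCSFs, 3 genes did not pass the threshold with serum and overlapped between the groups, ACTA2 (log2(FC) −0.19, adjusted p = 0.808 from edgeR), TGFB1 (−0.38, adjusted p = 0.312 from edgeR) and COL5A1 (0.22, adjusted p = 0.556 from edgeR). POSTN rose by 0.89 (SE 0.25, adjusted p = 0.034 from edgeR). GAPDH was higher with serum, at 5525 ± 986 CPM against 1702 ± 156.6 (SD, n = 4 each).

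List medians were −0.60 for collagens, −1.60 for keratocytes and −0.87 for corneal endothelium with serum compared to hCSFs, and 1.88 for kinetochores, 2.09 for cyclins and 0.78 for the ATR complex. For hCMFs compared to hCSFs in serum they were −2.45 for proliferation, −2.26 for kinetochores, −2.17 for cyclins, −0.54 for ATR and 1.27 for collagens, and 1.62, 0.54, 1.06 and 1.81 for the EMT, mTORC1, TGFβ and angiogenesis lists. These directions held under all 3 scalings. For the lists other than those of Supplementary Table S2 they also held without any 1 library. The endothelium median with serum was −0.54 without serum replicate 1, and the ATR median of hCMFs compared to hCSFs in serum was −0.87 without serum replicate 3. With the correlation between genes estimated from the libraries, camera gave p-values above 0.05 for collagens (0.167), keratocytes (0.142), corneal endothelium (0.076) and kinetochores (0.139) with serum compared to hCSFs, and for proliferation (0.0784) and angiogenesis (0.0527) in hCMFs compared to hCSFs in serum.

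For hCMFs compared to hCSFs, proliferation had a median of −0.22 with 0 of 13 genes called, also when adjusted over the list alone. Without hCSF replicate 3 the median was 0.32, with 9 of 13 genes higher, and without hCMF replicate 3 it was 0.04. The 9 keratocyte genes had a median of −1.30. In edgeR's test, ALDH3A1, DCN, LUM, CD34 and PTGDS were lower and AQP1 and CHST6 higher. These are 7 genes called over all genes, and 8 were called when adjusted over the list alone. The keratocyte list as a whole did not pass a test, with p = 0.272 from camera, 0.334 from camera with the estimated correlation and 0.421 from fry. The 5 genes of corneal endothelium had a median of 0.73, 3 called over all genes and 4 adjusted over the list alone, and COL8A1 and COL8A2 are also collagens. Of 9 genes for corneal epithelium, 7 were listed and 2 passed the filter, among them KRT17 (log2(FC) 6.65, adjusted p = 8.24e-06 from edgeR), and the highest count was 1921. Of 5 leukocyte genes, 4 were listed and 2 passed the filter, with a highest count of 381. The subnetwork genes had a median of 2.16, 12 of 14 called and 14 adjusted over the list alone, and the genes of the discussion 4.51, 9 of 9 called in both ways. Those of Table 5 had fitted medians of 10.6 and −9.23, and of 6.01 and −5.59 with the limits in place of fitted values for genes listed at 0 in a group. The 3 genes of the qRT-PCR that passed the filter had a median of 1.82.

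The 5 markers include S100A4, which encodes the fibroblast marker FSP1, and ACTA2, which encodes the myofibroblast marker αSMA, and their median of −0.57 covers genes that went both ways and gives no direction. ACTA2 and FN1 were higher in hCMFs, and S100A4 and DES were lower. The call of DES (log2(FC) −1.01, adjusted p = 0.0468 from edgeR) was lost in 7 of the 8 fits that left out 1 library, all but that without hCMF replicate 1, with adjusted p-values up to 0.110 without hCSF replicate 3. It was also lost without a filter (0.0829), under median-of-ratios scaling (0.0508), in the fit on all 12 libraries (0.0865), in limma with a pseudocount of 0.1 (0.0521), by DESeq2 on all 12 libraries (0.0764) and with the offsets (0.0528). The lowest adjusted p of DES was 0.0210, from DESeq2. S100A4 fell by 1.07 on the log2 scale (SE 0.26, adjusted p = 0.0285 from edgeR), a call lost in 5 of the 8 fits that left out 1 library, with adjusted p-values up to 0.0799 without hCSF replicate 3. VIM was at −0.57 with an adjusted p of 0.0563 from edgeR.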
